# JIB-04, A Small Molecule Histone Demethylase Inhibitor, Selectively Targets Colorectal Cancer Stem Cells by Inhibiting the Wnt/β-Catenin Signaling Pathway

**DOI:** 10.1038/s41598-018-24903-0

**Published:** 2018-04-26

**Authors:** Min Seong Kim, Hye In Cho, Hee Jung Yoon, Ye-Hyeon Ahn, Eun Jung Park, Yan Hua Jin, Yeun Kyu Jang

## Abstract

Although several epigenetic modulating drugs are suggested to target cancer stem cells (CSCs), additional identification of anti-CSC drugs is still necessary. Here we showed that JIB-04, a pan-selective inhibitor of histone demethylase(s), was identified as a small molecule that selectively target colorectal CSCs. Our data showed that JIB-04 is capable of reducing self-renewal and stemness of colorectal CSCs in three different colorectal cancer cell lines. JIB-04 significantly attenuated CSC tumorsphere formation, growth/relapse, invasion, and migration *in vitro*. Furthermore, JIB-04-treated colorectal cancer cells showed reduced tumorigenic activity *in vivo*. RNA sequencing analysis revealed that JIB-04 affected various cancer-related signaling pathways, especially Wnt/β-catenin signaling, which is crucial for the proliferation and maintenance of colorectal cancer cells. qRT-PCR and TOP/FOP flash luciferase assays showed that JIB-04 down-regulated the expression of Wnt/β-catenin-regulated target genes associated with colorectal CSC function. Overall, the effects of JIB-04 were equal to or greater than those of salinomycin, a known anti-colorectal CSC drug, despite the lower concentration of JIB-04 compared with that of salinomycin. Our results strongly suggest that JIB-04 is a promising drug candidate for colorectal cancer therapy.

## Introduction

Colorectal cancer is one of the leading causes of cancer death in developed countries^1^. Despite great efforts to develop more effective therapies in the last decade, clinical trials have shown only partial improvements because of colorectal cancer relapse and recurrence.

Recently, many studies have reported that very small populations of cells, referred to as cancer initiating cells or cancer stem cells (CSCs), in the bulk of colon tumors have self-renewal ability and multi-lineage differentiation potential^2–6^. Similar to intestinal stem cells in normal tissue, CSCs can give rise to progenitor cells that differentiate into various types of heterogeneous colorectal cancers. Moreover, CSCs are highly drug-resistant, making them one of the main causes of colorectal cancer malignancy and recurrence^3,4,7,8^.

Several molecular markers have been identified for the characterization of colorectal CSCs, including surface molecules such as CD133, CD44, CD24, LGR5, and EpCAM^2,9–15^ and drug efflux transporters like ALDH1 and ABCG2^16–19^. Among those markers, CD24, CD44, LGR5, and ALDH1 are target genes of Wnt/β-catenin signaling as well as key hallmarks of colorectal CSCs^2,11,12,18,20–22^. Emerging data suggest that the Wnt signaling is essential to colorectal CSC function and that β-catenin-mediated regulation of target genes is closely related to colorectal cancer malignancy.

The Wnt signaling cascade is composed of various proteins from Wnt, the ligand protein, to β-catenin, the key transcriptional coactivator^23^. Dysregulated Wnt signaling caused by mutations in Wnt signaling components is crucial for cancer initiation, late-stage cancer, and metastasis^24–27^. Because β-catenin is the most downstream effector protein in the Wnt signaling pathway, its final concentration in the nucleus and its proper recruitment to target-gene promoters are important issues in cancer progression. Recent studies have shown that not only genetic mutations but also epigenetic changes such as DNA methylation and histone modifications are associated with the Wnt signaling pathway^28,29^. In particular, the histone demethylase JMJD2C regulates sphere formation by modulating the recruitment of β-catenin to target genes in CRCs^30^.

JIB-04 is a small molecule that inhibits the demethylase activity of the Jumonji family of histone lysine demethylases (KDMs) by a novel mechanism. JIB-04 is a pan-selective inhibitor known to reduce cancer growth in lung cancer and prostate cancer cell lines^31^. Although recent studies have shown that JIB-04 induces cell death in drug-resistant brain cancer and lung cancer cells^32,33^, there is currently no experimental evidence that JIB-04 has similar effects on colorectal CSCs^34^.

In this present study, we aimed to identify the small molecule(s) that selectively target CSCs in colorectal cancer by screening inhibitors for various epigenetic pathways. From our primary drug screening, we identified JIB-04 as most effective drug in inhibition of tumorsphere formation. In light of several lines of evidence suggesting that JIB-04 is a potential anti-CSC drug, we examined the efficacy and mechanism of JIB-04 action on the clonal expansion, self-renewal, and differentiation of human colorectal CSCs. We found that JIB-04 treatment attenuated tumorsphere initiation and growth, CSC marker expression, and clonogenic proliferation in several colorectal cancer cell lines. At the molecular level, JIB-04 down-regulated the expression of Wnt/β-catenin-regulated target genes associated with colorectal CSC progression, possibly by interfering with the interaction between JMJD2 and β-catenin. Collectively, our results suggest that JIB-04 may be a novel therapeutic agent for colorectal cancer.

## Results

### Effect of JIB-04 on the viability and cell cycle of human colorectal cancer cells

Because many lines of evidences support the concept that deregulation of various epigenetic pathways might contribute to cancer initiation and tumorigenesis^34^, we screened specific inhibitors of epigenetic modifiers for their effects on tumorsphere forming ability of CSCs in human colorectal cancer cells. Among them, JIB-04, a small molecule histone demethylase inhibitor, was most effective in inhibition of tumorsphere formation (Supplementary Fig. S1A). JIB-04 was previously reported to have selective anticancer activity in lung cancer^31^, but its effects on colorectal cancer cells have not been elucidated. So, we first determined the influence of JIB-04 on the viability and cell cycle progression of human colorectal cancer cells. When we treated HCT116 cells with JIB-04 for 24 h, the cell viability decreased as the concentration of JIB-04 increased, with a maximum reduction in viability of about 50% compared with the viability of the DMSO-treated control cells (Fig. 1A). In contrast, the JIB-04 treatment had a much smaller effect on the viability of HT29 cells and had no significant effect on the viability of DLD-1 cells. In all three cell lines, the maximum effect of JIB-04 on cell viability was similar to the effect of salinomycin, which was used as a control drug because of its known ability to target colorectal CSCs^35^. Although the short-term effects of JIB-04 on cell viability were not very strong, continuous treatment with JIB-04 over several days strongly blocked cell viability (Supplementary Fig. S2A). In addition, we investigated the effect of JIB-04 on cell cycle progression in colorectal cancer cells by FACS analysis. Compared with DMSO-treated controls, JIB-04-treated HCT116 and HT29 cells showed increased S-phase and G_2_/M-phase subpopulations and decreased G_1_-phase subpopulations (Fig. 1B,C). JIB-04-treated DLD-1 cells showed an increase in the G_2_/M subpopulation but no significant changes in the G_1_ and S subpopulations compared with DMSO-treated controls.

**Figure 1:**
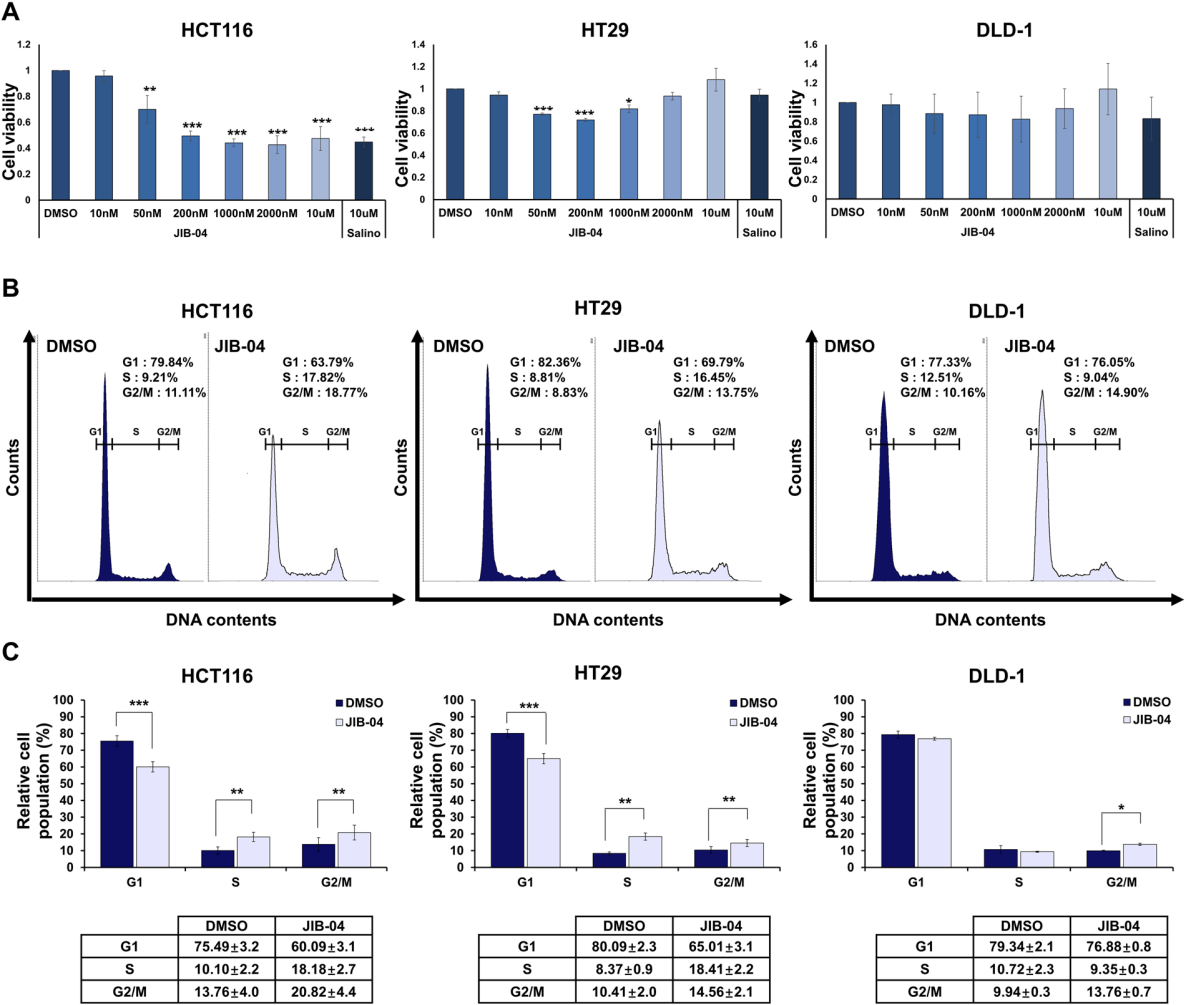
Effect of JIB-04 on cell viability and the cell cycle. (**A**) Viability of cells cultured after treatment with various doses of JIB-04 or 10 µM salinomycin for 24 hr. Cell viability of DMSO-treated cells was set as 1 (n = 3). (**B**) Representative histograms of the cell cycle distribution in three colorectal cancer cell lines after treatment with DMSO (control) or JIB-04 for 24 hr. Cell were stained with propidium iodide to detect their DNA content. (**D**) Bar graph representing relative cell populations in cell cycle phases G_1_, S, and G_2_/M. *p < 0.05, **p < 0.01, ***p < 0.001, compared with DMSO.

### JIB-04 abrogated the stemness of colorectal CSCs

To determine whether JIB-04 abrogates the stemness of colorectal CSCs, we examined the expression level of the colorectal CSC marker CD133 in HCT116, HT29, and DLD-1 cells after treatment with various concentrations of JIB-04 for 24 h. The CD133 mRNA expression level generally decreased in all three JIB-04-treated cell lines in a dose-dependent manner, regardless of the effects of the same JIB-04 treatments on cell viability, suggesting that the JIB-04 treatment resulted in a significant reduction of the colorectal CSC population (Fig. 2A). The JIB-04 treatment also reduced the CD133 protein expression level in all three cell lines (Fig. 2B).

**Figure 2:**
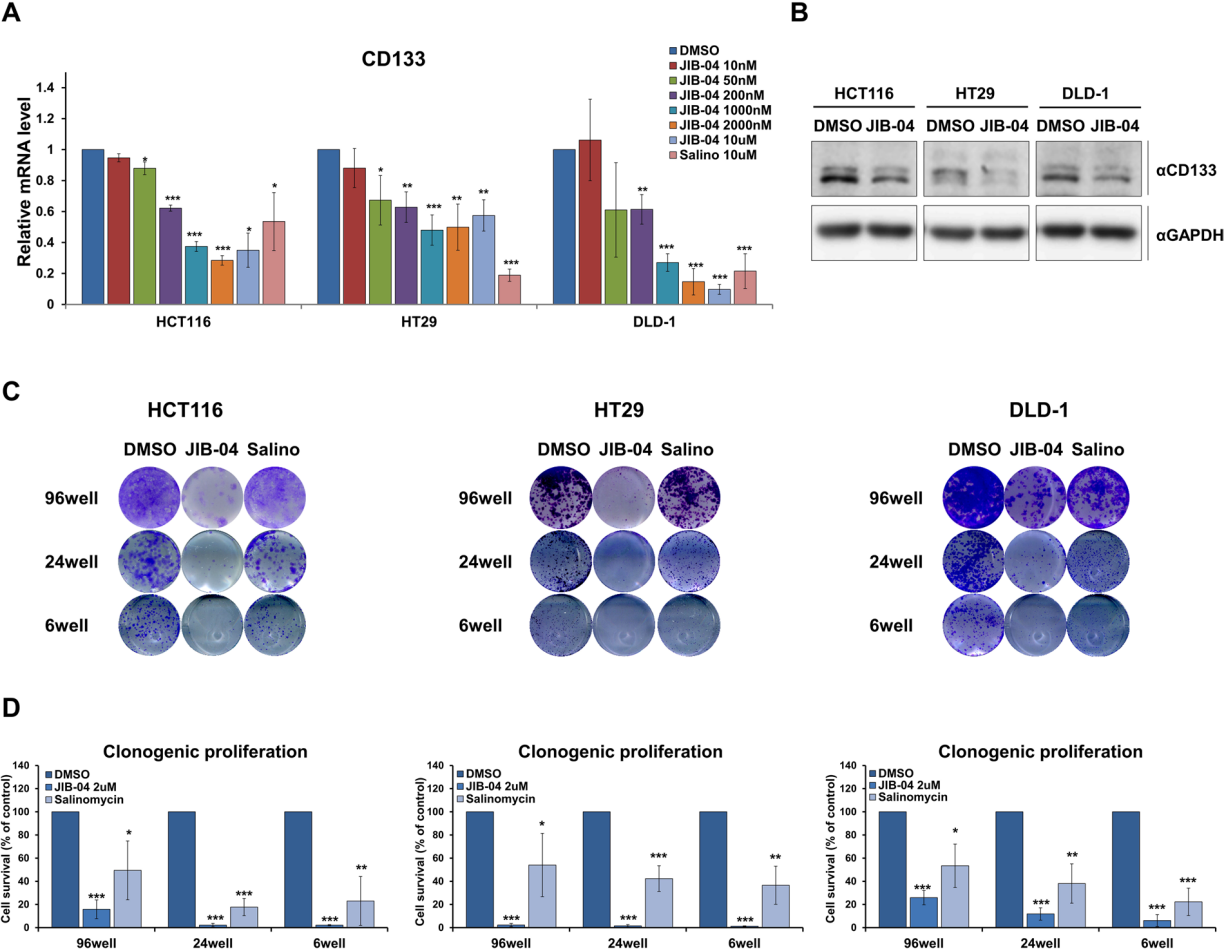
The self-renewal ability of colorectal CSCs was decreased by JIB-04. (**A**) mRNA expression level of CD133 in colorectal cancer cells cultured after treatment with escalating doses of JIB-04 or 10 µM of salinomycin for 24 hr. The mRNA level of CD133 was normalized to that of GAPDH. The expression level of the DMSO-treated cells was set as 1 (n = 3). (**B**) Protein expression of CD133 in colorectal cancer cells after treatment with 2 µM JIB-04 for 24 h was confirmed by western blot analysis. GAPDH was used as a loading control. (**C**) Clonogenic proliferation of colorectal cancer cells treated with DMSO (control), 2 µM JIB-04, or 10 µM Salinomycin. Cells were stained with crystal violet (n = 3). (**D**) Quantification of the colony-containing areas from panel C. *p < 0.05, **p < 0.01, ***p < 0.001, compared with DMSO.

Next, because the self-renewal ability of CSCs enables them to survive and form colonies without neighbor cells, we investigated clonogenic proliferation of JIB-04-treated cells to determine the effect of JIB-04 on the self-renewal ability of CSCs. After culturing the HCT116, HT29 and DLD-1 cells with DMSO, JIB-04, or salinomycin for 24 h, we re-seeded the cells in at a density of 10^3^ cells per well in tissue culture plates (6, 24, and 96 wells), grew the cells for 10 days, and then visualized them by crystal violet staining^36^. Although treatment with JIB-04 did not affect the viability of HT29 and DLD-1 cells, the 2 µM JIB-04 treatment dramatically abated the clonogenic proliferation of those cells after the cells were re-seeded. The 2 µM JIB-04 treatment caused greater inhibition of clonogenic proliferation than the treatment with 10 µM salinomycin, a well-studied CSC targeting agent. The areas of positively stained colonies on the plates decreased with decreasing cell density (Fig. 2C). Quantitative analysis showed that the JIB-04 treatment significantly reduced the survival of the cells (Fig. 2D). Those results indicate that JIB-04 selectively targeted CSCs and blocked the self-renewal ability of those cells.

### JIB-04 attenuated the tumor-initiating and growth/relapse abilities of tumorspheres

CSCs have an ability to initiate and drive tumorigenesis, which contributes to the chance of relapse. We performed tumorsphere formation assays to explore the effect of JIB-04 on tumor initiation, growth, and relapse. To evaluate whether JIB-04 treatment weakens the tumor-initiating ability of CSCs, we cultured HCT116, HT29, and DLD-1 tumorspheres on adherent culture dishes after treatment with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h. After 7 days, the DMSO-treated control cells developed dense and round-shaped tumorspheres, but the JIB-04-treated cells failed to form tumorspheres, remaining almost as single cells (Fig. 3A). Quantitative analysis by CCK assay showed that the JIB-04 treatment reduced the percentages of sphere-initiating cells to about 10% of that of control cells and was more effective than the salinomycin treatment in inhibiting the initiation of tumorspheres (Fig. 3B). Furthermore, to determine the ability of JIB-04 to inhibit tumorsphere growth, we induced tumorsphere formation for 5 days and subsequently treated the spheres with DMSO (control), 2 µM JIB-04, 10 µM JIB-04, or 10 µM salinomycin for 2 days. The JIB-04 treatments reduced the size of the tumorspheres and caused the tumorspheres to dissociate (Fig. 3C). Consistent with those morphological changes, CCK assays confirmed that the JIB-04 treatments reduced the viability of the tumorsphere cells, suggesting that JIB-04 inhibited the growth of the tumorspheres by targeting CSCs (Fig. 3D). Then, to examine effect of JIB-04 on relapse, we developed secondary tumorspheres by culturing the surviving cells shown in Fig. 3C in standard stem cell medium without additional drug treatment for 12 days. The control cells derived from DMSO-treated primary tumorspheres were able to form secondary tumorspheres that were similar to the primary tumorspheres. On the contrary, the surviving cells derived from JIB-04-treated primary tumorspheres mostly developed secondary tumorspheres with irregular shapes (Fig. 3E). The numbers of viable cells in the secondary tumorspheres derived from JIB-04-treated primary tumorspheres were also decreased, implying that the regrowth of tumorspheres was efficiently suppressed by the pre-treatment with JIB-04.

**Figure 3:**
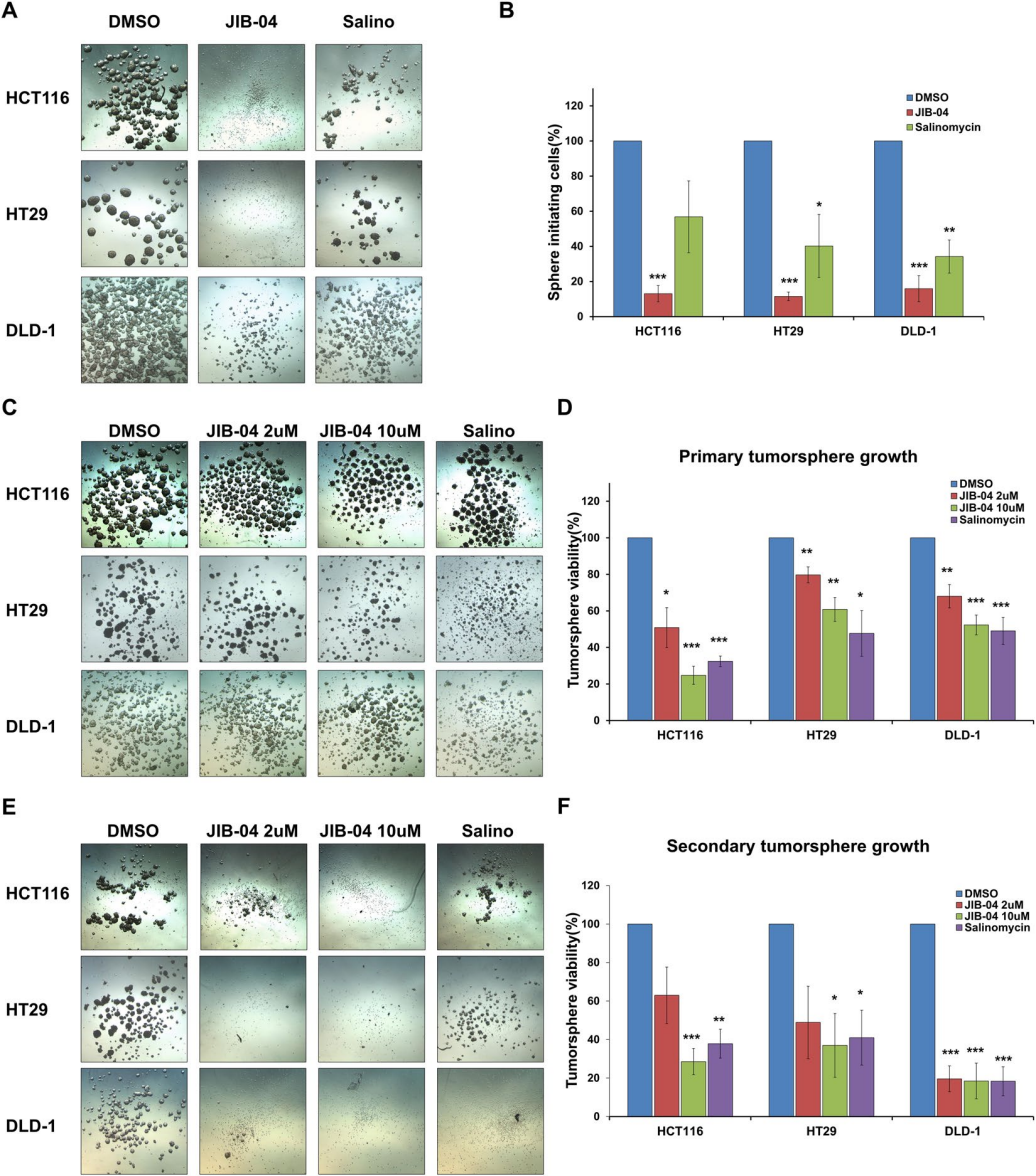
Effect of JIB-04 on the tumor-initiating ability and growth/relapse of tumorspheres. (**A**) Phase contrast image of tumorspheres derived from cells cultured with DMSO (control), 2 µM JIB-04, or 10 µM salinomycin for 24 h. (**B**) Percentages of sphere-initiating cells measured by CCK assay. The number of DMSO-treated cells was set as 100 (n = 3). (**C**) Phase contrast image of primary tumorspheres after treatment with DMSO (control), 2 µM JIB-04, 10 µM JIB-04, or 10 µM salinomycin for 2 days. (**D**) Viability of primary tumorspheres measured by CCK assay. The number of DMSO-treated cells was set as 100 (n = 3). (**E**) Phase contrast image of secondary tumorspheres developed from primary tumorspheres without drug treatment for 12 days. (**F**) Viability of secondary tumorspheres measured by CCK assay. *p < 0.05, **p < 0.01, ***p < 0.001, compared with DMSO.

### JIB-04 reduced the tumorigenic activity of colorectal CSCs ***in vivo***

To assess the anti-tumorigenic activity of JIB-04 *in vivo*, we treated HCT116 cells with 2 µM JIB-04 or DMSO for 48 h and then injected 1 × 10^6^ or 1 × 10^5^ of the treated cells subcutaneously into nude mice. In tumors developed from JIB-04-treated cells, the rate of tumor growth (Fig. 4A–E) and the final tumor volume (Fig. 4C–F) were markedly reduced compared with those in tumors developed from DMSO-treated control cells. The injection of 1 × 10^5^ JIB-04-treated cells resulted in no tumor development in the early days of the experiment (Fig. 4G).

**Figure 4:**
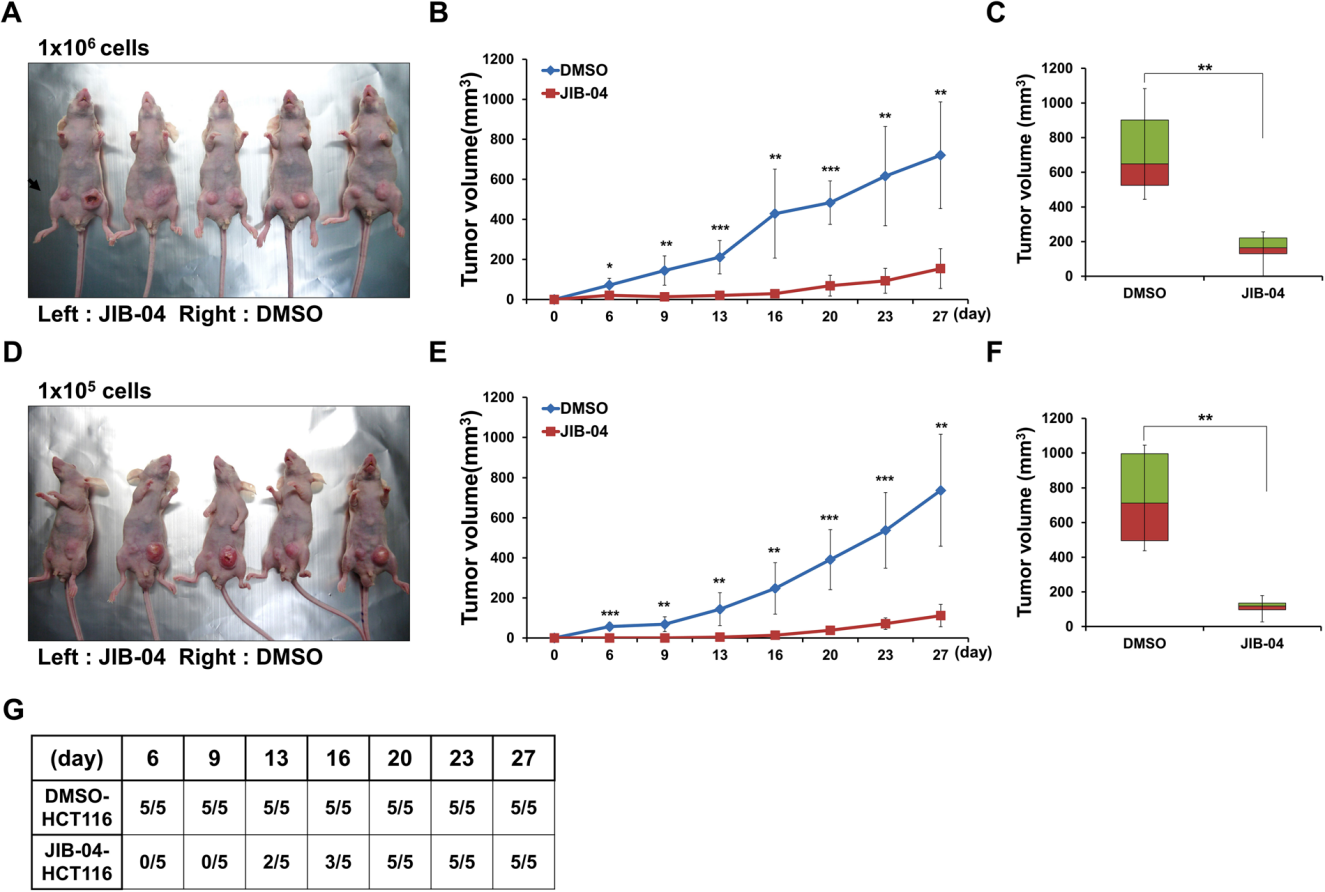
JIB-04 reduced the tumorigenic activity of colorectal CSCs *in vivo*. (**A**–**F**) BALB/c nude mice were injected subcutaneously with the indicated number of HCT116 cells (left; 2 µM JIB-04-treated cells, right; vehicle-treated cells) (**A** and **D**). Tumor size was measured on the indicated days after injection of HCT116 cells (**B** and **E**). The bar graph reflects the mean ± SD volume of developing tumors at 27 days after injection (**C** and **F**). (**G**) The numbers of mice developing tumors at the indicated days after inoculation of 1 × 10^5^ tumor cells. (n = 5) *p < 0.05, **p < 0.01, ***p < 0.001, compared with DMSO.

Because of their strong tumorigenic activities, even a small number of CSCs can generate a tumor. Therefore, we carried out xenograft experiments with by injecting 100 cells into NOD/SCID mice. As previously observed in the xenograft assays using nude mice (Fig. 4), the JIB-04 treatment significantly reduced the tumor growth rate and final volume in the NOD/SCID mice (Supplementary Fig. S3A and B).

### JIB-04 treatment inhibited colorectal cancer cell invasion and migration

We performed transwell assays to determine if JIB-04 affects the migration and invasion abilities of colorectal cancer cells. HCT116, HT29, and DLD-1 cells treated with JIB-04 displayed reduced migration and invasion compared with control cells treated with DMSO or salinomycin (Fig. 5A and B). Analysis of the expression of epithelial-to-mesenchymal transition (EMT) markers revealed that the mRNA expression level of E-cadherin was increased in HCT116 and DLD-1 while those of vimentin and N-cadherin were decreased in JIB-04-treated cells compared with those in DMSO-treated control cells (Fig. 5C). In terms of protein expression, the JIB-04 treatment resulted in the up-regulation of epithelial markers (E-cadherin and EpCAM) and the down-regulation of mesenchymal marker (vimentin; Fig. 5D). Those results suggest that JIB-04 impedes cell migration and invasion by dysregulating EMT-related gene expression.

**Figure 5:**
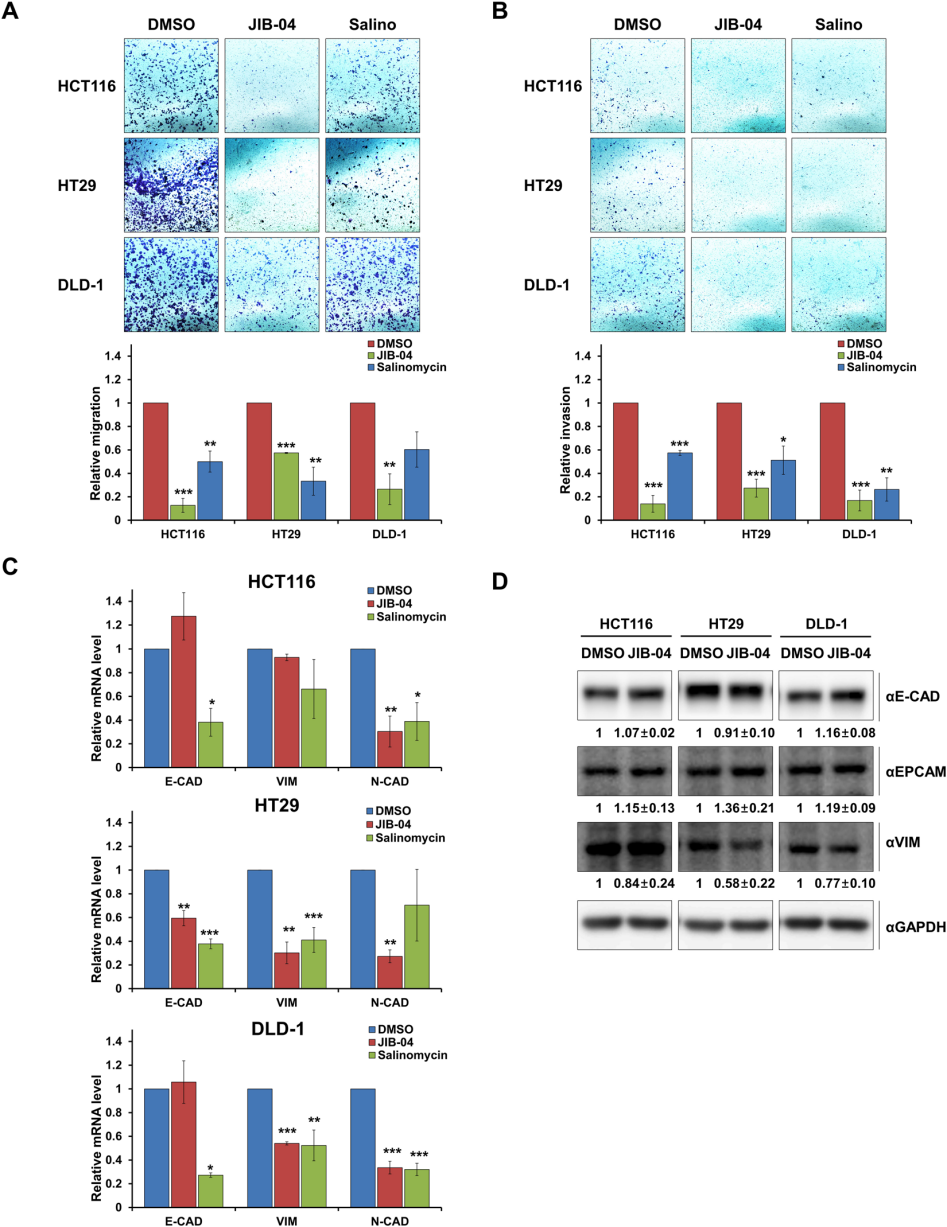
JIB-04 inhibited cell invasion and migration in colorectal CSCs. (**A**) Cell migration was investigated by transwell assay after treatment with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h (n = 3). (**B**) Invasive ability was examined in transwells coated with Matrigel after treatment with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h (n = 3). (**C**) mRNA expression of E-cadherin, vimentin, and N-cadherin after treatment with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h. The mRNA levels of the target genes were normalized to that of GAPDH. The expression level of DMSO-treated cells was set as 1 (n = 3). (**D**) Protein expression of E-cadherin, EpCAM, and vimentin after treatment with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h. GAPDH was used as a loading control. *p < 0.05, **p < 0.01, ***p < 0.001, compared with DMSO.

### Transcriptome analysis by RNA sequencing after treatment with JIB-04

To understand the mechanism by which JIB-04 affects colorectal CSCs, we carried out RNA sequencing analysis using RNA extracts from HCT116 cells after treatment with 2 µM JIB-04 for 24 h. 

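HCT116 is an established human colorectal carcinoma cell line, and JIB-04 is a small-molecule inhibitor of Jumonji histone demethylases. RNA was taken after 24 h in 2 µM JIB-04 or in DMSO, the solvent, and each condition was sequenced as 1 library on the HiSeq platform (TruSeq kit). With 1 library per condition, no difference between them has a replicate check, and no p-value was computed. The authors aligned the reads to hg19 with TopHat 2.0.13 and Bowtie2 2.2.3. Cufflinks 2.2.1 then gave each transcript an FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with a 95% interval that covers the counting and assignment of reads within 1 library. These values come without read counts, so the sequencing depth is unknown.
The DMSO library listed 73096 transcripts and the JIB-04 library 73413, of which 51834 in each were RefSeq transcripts and the rest were assembled from the reads. FPKM values were summed over the transcripts of each gene, which gave 25711 genes. Of these, 11987 had an FPKM of at least 1 in at least 1 library and are called measured here, and counts of list members include those listed at 0 in 1 library. Changes are (FPKM + 1) in JIB-04 over (FPKM + 1) in DMSO, and a gene was called higher or lower from 2-fold. Where a gene was listed at 0 in 1 library, no fold is given. Such zeros occurred for 1052 measured genes, among them HSPE1, a mitochondrial chaperonin subunit, at 329 FPKM in DMSO and 0 in JIB-04, so a listed 0 is not read as absence of the transcript.
The JIB-04 values were lower across most genes: over the 9897 genes with an FPKM of at least 1 in both libraries, the median log2 ratio of JIB-04 to DMSO was -0.25. It was -0.66 for genes at a mean of 2 to 5 FPKM and -0.02 above 100 FPKM. Gene lists were therefore set against 10000 random lists of measured genes matched in expression. The position of a list's median log2 fold change among these random lists is given as a percentile. It is descriptive, since genes of a pathway are not independent. The random lists were not matched in transcript length. The median log2 fold change was -0.47 for the 4000 genes with the shortest transcripts at their expression level. It was -0.09 for the 4000 with the longest. Whether length moved the percentile of any list was not tested. Of the 48 lists, 42 were written from general knowledge and 6 hold genes that the study names. All were written before the data were examined but after the study's figures had been seen.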

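Genes of DNA replication and of the cell cycle were lower in the JIB-04 library as groups. Of 45 measured genes of the DNA replication machinery, 27 were at least 2-fold lower and 1 was higher. The replicative helicase subunit MCM6 went from 48.7 FPKM in DMSO to 7.90 in JIB-04, a 5.58-fold fall, and the flap endonuclease FEN1 from 86.1 to 15.4 FPKM, a 5.32-fold fall. Of 45 genes of G2/M and mitosis, 27 were also lower and none was higher. Cyclin B1 (CCNB1), which drives mitotic entry with CDK1, fell from 97.0 to 19.6 FPKM, the spindle protein DLGAP5 from 19.2 to 3.42 and the mitotic kinesin KIF20A from 20.9 to 4.94. Of 30 genes of the G1/S transition, 14 were lower and none was higher. SKP2, which targets the cell cycle inhibitor p27 for degradation, fell from 18.4 to 2.83 FPKM, and the transcription factor E2F2 from 5.75 to 0.752. The clamp loader subunit RFC4 (42.0 FPKM in DMSO), the mitotic kinesin KIF2C (29.8) and cyclin E2 (CCNE2, 8.82) were listed at 0 in JIB-04.
The median log2 fold change was -1.13 for DNA replication, -1.16 for G2/M and -0.97 for G1/S, each below the 2.5th percentile of the matched random lists. Among all measured genes, 23.1% were at least 2-fold lower and 11.2% higher. By flow cytometry the paper reports larger S and G2/M fractions and a smaller G1 fraction in JIB-04-treated HCT116 cells. How the lower RNA of these genes relates to those fractions was not tested.
Apoptosis genes outside the p53 list went both ways. Of 29 measured, 9 were lower, 2 were higher and 18 were under 2-fold, with a median log2 fold change of 0.04 at the 90.8th percentile, or -0.45 at the 20.1st with the most abundant transcript of each gene. The effector caspase CASP6 fell from 11.0 to 1.90 FPKM and the initiator caspase CASP2 from 19.8 to 5.63. HTRA2, a mitochondrial protease, was listed at 0 in JIB-04 against 18.9 FPKM in DMSO. The initiator caspase CASP9 was higher, at 16.0 against 6.52 FPKM, as was DIABLO, an antagonist of the inhibitor of apoptosis proteins, at 65.8 against 26.2 FPKM. POLD4, a DNA polymerase delta subunit and the only higher replication gene (55.9 against 16.3 FPKM), was 0.700-fold by its most abundant transcript alone. By the same measure DIABLO was 0.966-fold, CASP9 1.76-fold, CASP2 0.209-fold, CASP6 0.428-fold, E2F2 0.433-fold, MCM6 0.347-fold and FEN1 0.437-fold.

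**Figure D1:**
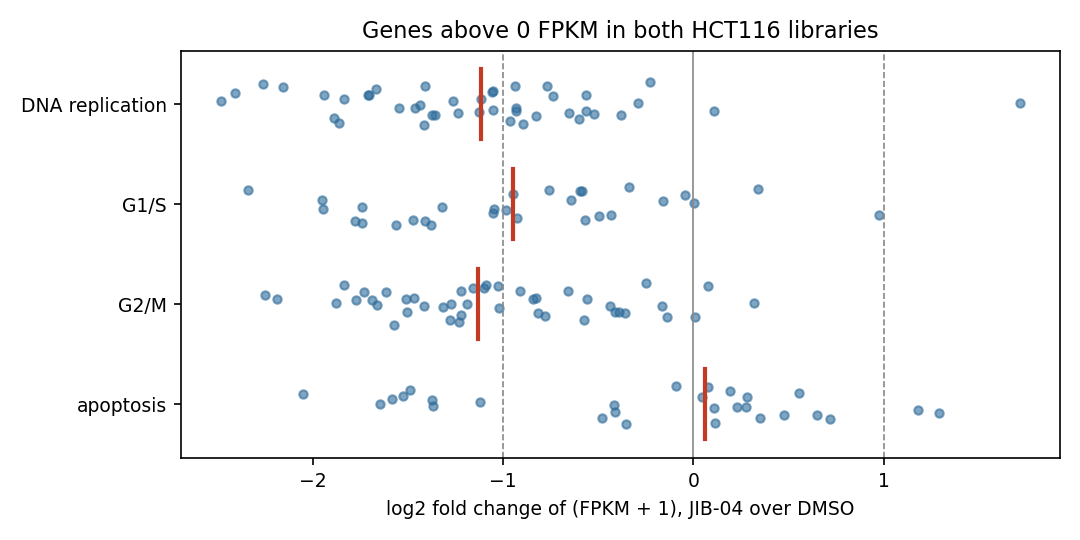
Log2 fold change, JIB-04 over DMSO, of each measured gene in the lists of DNA replication, G2/M, G1/S and apoptosis (1 library per condition). Each point is a gene above 0 FPKM in both libraries, red bars are medians over these genes and dashed lines mark 2-fold. The medians are -1.12 for DNA replication, -0.95 for G1/S, -1.13 for G2/M and 0.06 for apoptosis.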

KEGG pathway analysis revealed that the JIB-04 treatment altered the expression of genes that are involved in the cell cycle, apoptosis, and DNA replication and are also related to several cancers including colorectal cancer. 

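MAPK pathway genes were more often higher than lower in the JIB-04 library, whereas genes of the PI3K-Akt and Wnt pathways went both ways. Of 46 measured MAPK kinases and feedback genes, 15 were at least 2-fold higher and 3 lower. DUSP8 and DUSP16, phosphatases that inactivate JNK and p38, rose from 2.67 to 57.7 and from 2.54 to 18.7 FPKM, and the stress-induced transcription factor ATF3 from 35.3 to 152 FPKM. The AP-1 subunit FOSL1 was listed at 0 in DMSO and at 144 FPKM in JIB-04. DUSP2, another MAPK phosphatase, fell from 73.5 to 13.2 FPKM. The AP-1 subunit FOS fell from 247 to 112 FPKM, but was 0.541-fold, under the threshold, after scaling by the median ratio, and past it after quantile normalization and by its most abundant transcript.
Of 35 measured PI3K-Akt and mTOR genes, 7 were higher and 5 lower. DDIT4, an inhibitor of mTORC1, rose from 25.0 to 338 FPKM. SESN2, which restrains mTORC1 when amino acids are short, rose from 4.87 to 57.1, the adaptor IRS2 from 1.13 to 16.9, and the transcription factor FOXO3, which Akt inhibits, from 4.95 to 27.5 FPKM. The insulin receptor substrate IRS1 fell from 16.2 to 5.22 FPKM, and PHLPP2, a phosphatase of Akt, was listed at 0 in JIB-04 against 3.10 FPKM in DMSO.
Of 30 measured Wnt ligands, receptors and transducers, 3 were higher and 7 lower. The ligand WNT16 fell from 46.1 to 7.66 FPKM. The transcription factor TCF7 (9.48 FPKM in DMSO), the β-catenin cofactor PYGO2 (21.9) and PORCN (6.51), which acylates Wnt ligands, were listed at 0 in JIB-04. The transducer DVL1 rose from 72.9 to 156 FPKM. Of 26 measured negative regulators of the pathway, 5 were higher and 5 lower. They include genes that the study named from these same libraries, such as AXIN1 (higher) and DKK1 (lower). The percentile of this list is therefore not fully independent evidence. The secreted antagonist FRZB rose from 0.593 to 7.11 FPKM and the corepressor TLE3 from 6.88 to 21.1. KREMEN2, a receptor for DKK1, fell from 12.8 to 3.26 FPKM and RNF43, a ligase that removes Wnt receptors, from 39.0 to 14.8. By the most abundant transcript alone KREMEN2 was 0.111-fold, RNF43 0.262-fold, FRZB 8.11-fold, ATF3 8.68-fold and DUSP16 3.20-fold.
The median log2 fold change was 0.51 for the MAPK list (percentile 100), 0.02 for PI3K-Akt (94.6), -0.46 for the Wnt ligands, receptors and transducers (34.8) and 0.23 for the negative regulators (98.6). The negative regulators were at the 96.4th percentile after quantile normalization and at the 97.2nd with the most abundant transcript of each gene, inside the 95% range. With quantile normalization over genes above 0 FPKM in both libraries they were at the 97.8th, outside that range. The PI3K-Akt list was at the 98.5th percentile, outside it, without genes listed at 0, and its median was -0.14 at the 77.1st with the most abundant transcript of each gene.

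**Figure D2:**
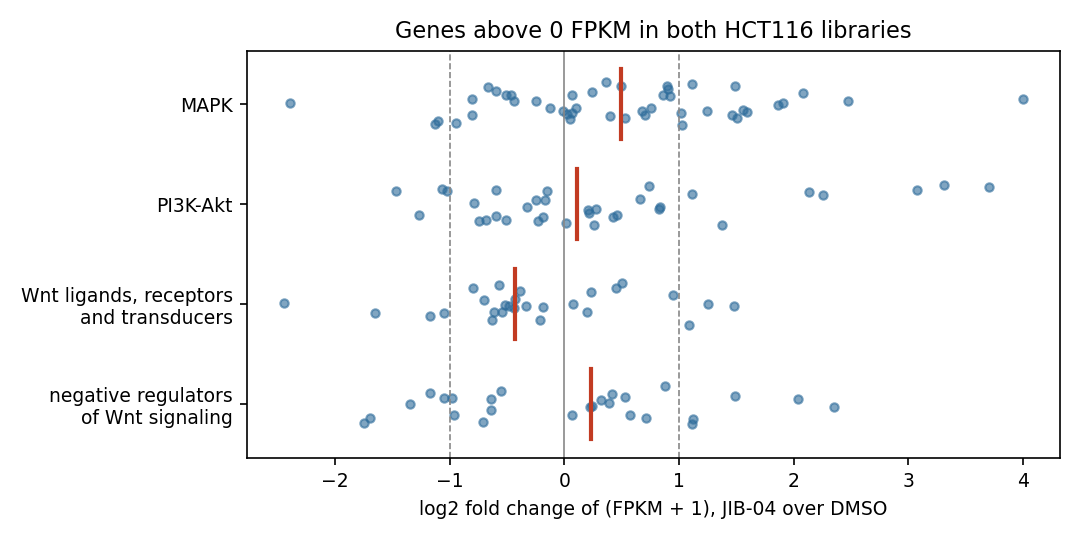
Log2 fold change, JIB-04 over DMSO, of each measured gene in the lists of signaling pathways (1 library per condition). Each point is a gene above 0 FPKM in both libraries, red bars are medians over these genes and dashed lines mark 2-fold. The medians are 0.49 for MAPK, 0.11 for PI3K-Akt, -0.43 for Wnt ligands, receptors and transducers and 0.23 for the negative regulators.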

JIB-04 also altered the expression of genes involved in various signaling pathways such as the MAPK signaling pathway, the PI3K-Akt signaling pathway, and the Wnt signaling pathway (Fig. 6A). 

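Of the 11987 measured genes, 1341 were at least 2-fold higher in JIB-04, 2764 were at least 2-fold lower and 7882 were under 2-fold. Among genes above 0 FPKM in both libraries, the largest rises included LAMB3, a laminin subunit of the basement membrane (5.37 to 132 FPKM, 20.9-fold), the receptor phosphatase PTPRH (3.00 to 78.1), the transcription factor ETS1 (1.10 to 38.5) and ANGPTL4, a secreted inhibitor of lipoprotein lipase (4.93 to 107). NDRG1, a stress-induced differentiation gene, rose from 33.7 to 475 FPKM (13.7-fold), and PPP1R13L, STK40, P4HA1 and GPAT3 rose 10.4-fold to 11.5-fold, of which STK40 was 5.65-fold, PPP1R13L 6.39-fold and GPAT3 19.6-fold by the most abundant transcript alone. The largest falls included CYP24A1, which degrades the active form of vitamin D (42.3 to 1.81 FPKM, 15.4-fold with the pseudocount and 23.4-fold without), the outer mitochondrial membrane cytochrome CYB5B (635 to 49.8, 12.5-fold), the GTPase RAB26 (45.2 to 2.97), the nucleoside transporter SLC29A2 (47.4 to 3.33) and the cAMP phosphodiesterase PDE4B (45.5 to 4.57). By the most abundant transcript alone PTPRH was 79.2-fold higher, and SLC29A2 5.75-fold and PDE4B 3.58-fold lower.
When all coding genes with at least 5 FPKM in the higher library and intervals that did not overlap were ranked, the 12 largest changes in each direction were all genes listed at 0 in 1 library. DDIT3 (CHOP), a transcription factor of the stress response, was listed at 0 in DMSO and 132 FPKM in JIB-04, and the metallothionein MT1X at 0 and 271 FPKM. GABARAP, an autophagy protein, was listed at 176 FPKM in DMSO and 0 in JIB-04. Such zeros made up 377 of the higher and 675 of the lower genes, and without them 964 genes were higher and 2089 lower. The ranking among genes above 0 in both libraries was chosen after the values had been seen.
The highest FPKM in both libraries belonged to the microRNA gene MIR6859-4, whose short length makes the value unreliable. In DMSO it was followed by 4 genes of translation (EEF1A1, RPS18, RPL41 and RPS2). In JIB-04 it was followed by cytoplasmic actin ACTG1, which rose from 2652 to 8309 FPKM, EEF1A1, RPS18 and the glycolytic enzyme GAPDH.
The Cufflinks intervals of the 2 libraries did not overlap for 1327 of the higher and 2728 of the lower genes. The split between higher and lower moved with the scaling. It was 1962 higher and 1772 lower after quantile normalization, and 1820 higher and 2148 lower after division by the median ratio. The share of called genes that were higher thus went from 32.7% to 52.5% and 45.9%.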

JIB-04 treatment resulted in the up-regulation of 1,416 genes and the down-regulation of 1,300 genes (Fig. 6B). Among those genes, we focused on genes related to the Wnt/β-catenin signaling pathway, because the abnormal regulation of Wnt/β-catenin signaling is known as a major cause of colorectal cancer^37^. The JIB-04 treatment increased the expression of genes involved in the inhibition of β-catenin signaling, including AXIN1, GSK3β, LRP5L, and DACT1, whereas it decreased the expression of β-catenin target genes, including BMP4, DKK1, CD24, ALDH1B1, ALDH1A3, and SOX4. In addition, JIB-04 caused a decrease in the expression of CSC markers (HES1, ABCD4, ABCC2, MMP7, MMP11, MMP19, and PROM2; Fig. 6C).

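Of the inhibitors of β-catenin signaling, AXIN1 and GSK3B were at least 2-fold higher in the JIB-04 library. AXIN1, the scaffold of the complex that marks β-catenin for degradation, lies on chromosome 16 of hg19 from 337440 to 402676. It rose from 10.7 FPKM in DMSO (95% interval 9.37 to 12.0) to 47.0 in JIB-04 (43.5 to 50.5), 4.12-fold. GSK3B, the kinase of that complex (chromosome 3, 119540802 to 119813264), rose from 9.59 FPKM (8.91 to 10.3) to 21.9 (20.9 to 23.0), 2.17-fold. LRP5L, a gene related to the Wnt receptor LRP5 (chromosome 22, 25747385 to 25777544), had 3.77 FPKM in DMSO and 7.15 in JIB-04, 1.71-fold. DACT1, an antagonist of Dishevelled (chromosome 14, 59100786 to 59115038), had 0.212 and 1.23 FPKM, 1.84-fold with the pseudocount and a plain ratio of 5.78.
All 6 β-catenin target genes of the study were at least 2-fold lower in JIB-04. ALDH1A3, a retinaldehyde dehydrogenase (chromosome 15, 101419897 to 101456830), fell from 123 to 25.0 FPKM, 4.77-fold, and its relative ALDH1B1 (chromosome 9, 38392661 to 38398662) from 25.9 to 6.85, 3.43-fold. The growth factor BMP4 (chromosome 14, 54416455 to 54423554) fell from 118 to 25.2 FPKM, 4.54-fold, and the transcription factor SOX4 (chromosome 6, 21593972 to 21598849) from 52.6 to 11.5, 4.30-fold. DKK1, a secreted Wnt antagonist that is itself a target of β-catenin (chromosome 10, 54074041 to 54077417), fell from 126 to 36.6 FPKM, 3.36-fold. The value of CD24, a surface glycoprotein, was 2.96-fold lower with the pseudocount and 6.21-fold lower by the plain ratio. The deposited transcripts place it at a copy on chromosome Y and not at its own locus on chromosome 6. Near-identical copies can share reads, so the fold change of CD24 is uncertain and no level is given. The intervals of the 2 libraries did not overlap for any of these 10 genes.
These genes were chosen by the study from the same libraries, so their directions are not independent evidence. In the wider list of 34 measured β-catenin/TCF target genes, which includes those 6, 11 were lower and 6 higher. Its median log2 fold change was -0.36, at the 25.5th percentile of the random lists. Higher members included PLAUR, the urokinase receptor (24.5 to 162 FPKM), and the intestinal transcription factor KLF5 (12.3 to 54.1).
AXIN1 was 1.92-fold and SOX4 0.454-fold by the most abundant transcript alone. After quantile normalization LRP5L was 2.31-fold and DACT1 also passed 2-fold. The paper chose this pathway because its abnormal regulation is a known cause of colorectal cancer. From the fold changes in Fig. 6C it states that JIB-04 raised inhibitors of β-catenin signaling and lowered its target genes. Beyond these libraries, it reports lower mRNA of DKK1, ALDH1A3, ALDH1B1, CD24 and SOX4 by qRT-PCR. It also reports a lower signal of a β-catenin reporter (TOP flash).

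**Figure D3:**
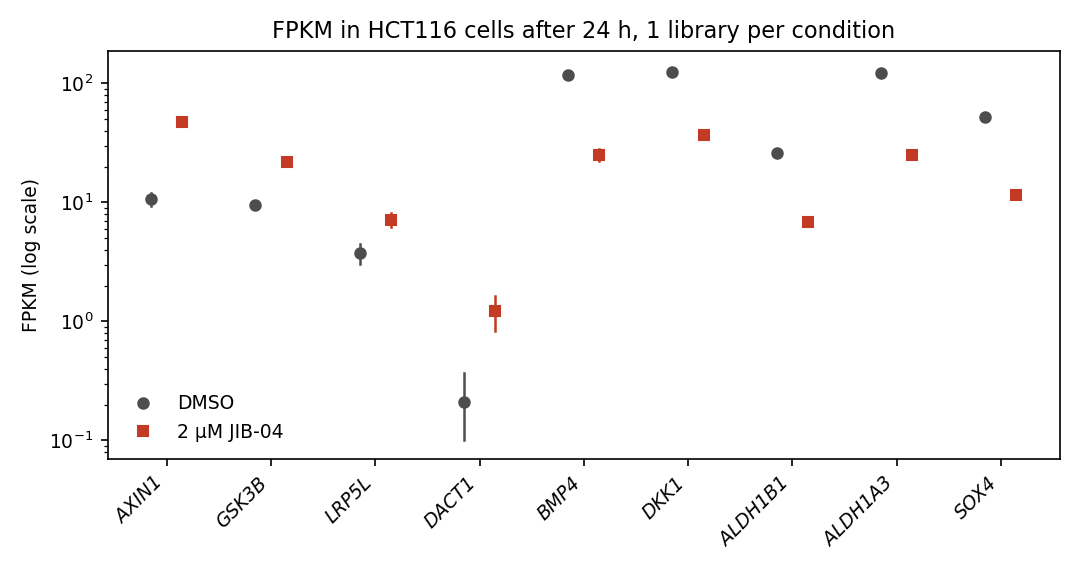
FPKM (log axis) of the study's 4 inhibitors of β-catenin signaling and 5 of its 6 β-catenin target genes (without CD24) in HCT116 cells after 24 h in DMSO (grey circles) or 2 µM JIB-04 (red squares), 1 library per condition. Vertical lines are 95% Cufflinks intervals, and the JIB-04 value lies above the DMSO value for the first 4 genes and below it for the other 5.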

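Of the 7 CSC markers of the study, 6 were at least 2-fold lower in JIB-04, and MMP19, a matrix metalloproteinase, was listed at 0 FPKM in both libraries. ABCC2, a drug efflux transporter, fell from 17.4 FPKM (95% interval 16.3 to 18.5) to 4.16 (3.85 to 4.47), 3.57-fold. ABCD4, a lysosomal transporter of the same ABC family, fell from 24.6 to 6.18 FPKM, 3.56-fold. PROM2, a relative of CD133, fell from 3.54 to 0.328 FPKM, 3.42-fold with the pseudocount and 10.8-fold by the plain ratio. The matrix-degrading enzymes MMP7 and MMP11 fell from 3.52 to 0.501 and from 6.52 to 1.67 FPKM, 3.01-fold and 2.81-fold (7.02-fold for MMP7 by the plain ratio). HES1, a transcription factor induced by Notch, fell from 15.1 to 5.43 FPKM, 2.51-fold. For each of these 6 genes the intervals of the libraries did not overlap. The study reports them as lowered from these same libraries, so their shared direction is not independent evidence.
In a list of 20 measured markers and transporters of colorectal CSCs, 5 genes were lower, 4 were higher and 11 were under 2-fold. The 5 lower genes are all named by the study (ALDH1A3, ABCC2, ALDH1B1, CD24 and HES1). The median log2 fold change was -0.21, at the 56.0th percentile of the random lists. The higher members were the integrin ITGA6 (20.5 to 63.1 FPKM), the pluripotency factor KLF4 (21.6 to 64.1), the efflux pump ABCB1 (0.747 to 2.88) and the tuft cell kinase DCLK1 (0.0571 to 1.35). By the most abundant transcript alone ITGA6 was 1.59-fold and KLF4 4.45-fold. PROM1, which encodes CD133, was 1.90-fold lower with the pseudocount, under the threshold, and 2.16-fold lower by the plain ratio. It was 0.423-fold by its most abundant transcript and 1.41-fold lower after quantile normalization.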

**Figure 6:**
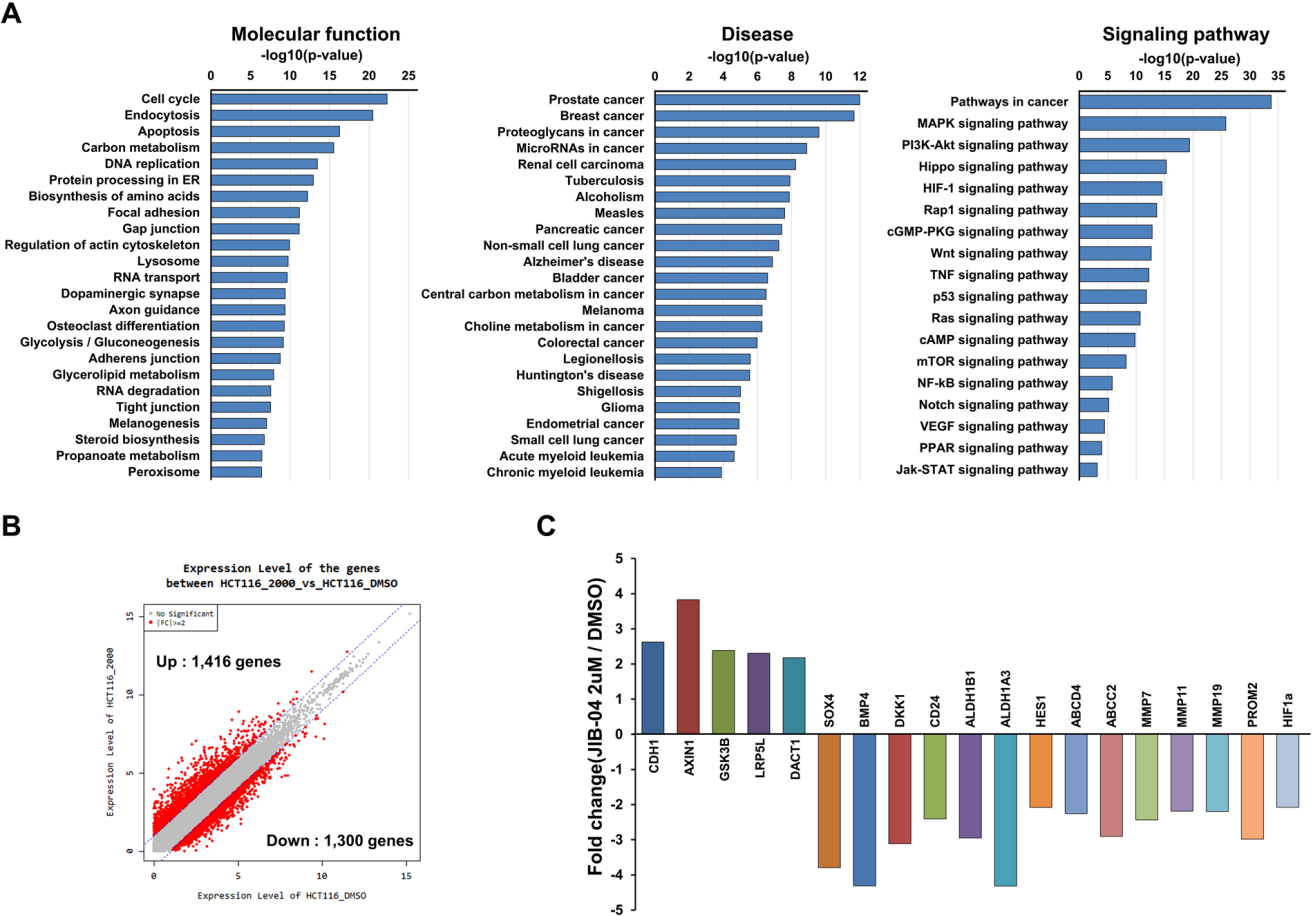
Transcriptome analysis of HCT116 cells after treatment with JIB-04. (**A**) KEGG pathway enrichment analysis. Raw p-values were calculated by modified Fisher’s exact test. The pathway enrichment scores (−Log10 P-value) among the differentially expressed genes are shown. (**B**) Scatter plot of differential gene expression between 2 µM JIB-04 treatment and DMSO treatment. (**C**) Differential expression of genes related to the Wnt/β-catenin signaling pathway between 2 µM JIB-04 treatment and DMSO treatment.

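Several other pathways drawn in Fig. 6A also moved as groups. Of 33 measured HIF-responsive genes, 25 were at least 2-fold higher in JIB-04 and none was lower. Besides NDRG1, ANGPTL4 and P4HA1, they included the histone demethylase KDM3A (10.3 to 83.0 FPKM) and the angiogenic factor VEGFA (14.2 to 52.7). The HIF target ANKRD37 was listed at 0 in DMSO and at 31.5 FPKM in JIB-04. Of 20 glycolysis enzymes and transporters, 8 were higher and 2 lower. Hexokinase HK2, which starts glycolysis, rose from 9.03 to 88.4 FPKM, aldolase ALDOA from 718 to 3329 and enolase ENO2 from 33.0 to 199. The lower members were the phosphofructokinase PFKM (68.9 to 32.6 FPKM) and the lactate exporter SLC16A3 (199.8 to 98.1). After quantile normalization PFKM was 0.509-fold and SLC16A3 0.518-fold.
Of 25 endoplasmic reticulum chaperones and unfolded protein response genes, 9 were higher and 1 lower. The chaperone HSPA5 (BiP) rose from 256 to 915 FPKM, HERPUD1, a factor of protein degradation at the endoplasmic reticulum, from 17.4 to 104, and EDEM1, which acts in the same process, from 6.18 to 40.6. Of 32 p53 target genes, 8 were higher and 1 lower. They included the phosphatase PPM1D (6.99 to 42.5 FPKM), the exonuclease AEN (20.3 to 134) and the proapoptotic protein BBC3 (21.9 to 81.1). Of 26 Hippo pathway and YAP target genes, 5 were higher, with the kinase LATS2 going from 2.86 to 10.7 FPKM, and 2 were lower, with the secreted protein CCN1 going from 120 to 36.5. Of 29 genes of cholesterol biosynthesis, 11 were lower and 2 higher. Squalene epoxidase SQLE fell from 38.2 to 8.70 FPKM and lanosterol synthase LSS from 26.9 to 5.97. By the most abundant transcript alone EDEM1 was 25.3-fold, HK2 19.2-fold, KDM3A 13.4-fold and LATS2 5.57-fold.
The median log2 fold change was 1.82 for HIF-responsive genes, 0.87 for glycolysis, 0.72 for endoplasmic reticulum genes, 0.36 for p53 targets and 0.28 for the Hippo list, each above the 95% range of the random lists. For cholesterol biosynthesis it was -0.62, at the 0.635th percentile. With the most abundant transcript of each gene, the endoplasmic reticulum list was at the 91.8th and the cholesterol list at the 12.5th percentile, inside the 95% range.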

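Besides the inhibitors, targets and CSC markers, Fig. 6C draws CDH1 and HIF1A. CDH1, which encodes the epithelial adhesion protein E-cadherin, rose from 13.1 FPKM in DMSO (95% interval 12.4 to 13.8) to 32.8 in JIB-04 (31.2 to 34.3), a log2 fold change of 1.26. HIF1A, the oxygen-regulated subunit of the transcription factor HIF-1, had 32.9 FPKM in DMSO (30.8 to 35.1) and 18.4 in JIB-04 (17.1 to 19.8), 1.75-fold lower and under the 2-fold threshold. By its most abundant transcript alone, HIF1A was 0.283-fold and past the threshold.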

### JIB-04 inhibited Wnt/β-catenin signaling in colorectal cancer cells

To validate the effects of JIB-04 on the mRNA expression of β-catenin target genes, we measured the mRNA levels of CSC-associated genes (CD44, LGR5, DKK1, ALDH1A3, ALDH1B1, CD24, and SOX4) by qRT-PCR in three different colorectal cancer cell lines after treament with JIB-04. The JIB-04 treatment reduced the mRNA expression of those genes in all three cell lines. In addition, the JIB-04 treatment significantly reduced the expression of HIF1a, which is known to be related to the β-catenin pathway (Fig. 7A). Next, we confirmed the protein expression of LGR5 and CD44. Consistent with the mRNA expression, the protein expression of LGR5 and CD44 was reduced by JIB-04 (Fig. 7B). Based on those results, we hypothesized that JIB-04 down-regulated the expression of β-catenin target genes via the negative control of β-catenin. The JIB-04 treatement did not change the level of β-catenin protein expression (Supplementary Fig. S4A), however, suggesting that our results might be not caused by reduced β-catenin expression, although long-term JIB-04 treatment did decrease the β-catenin protein level (Supplementary Fig. S4B).

**Figure 7:**
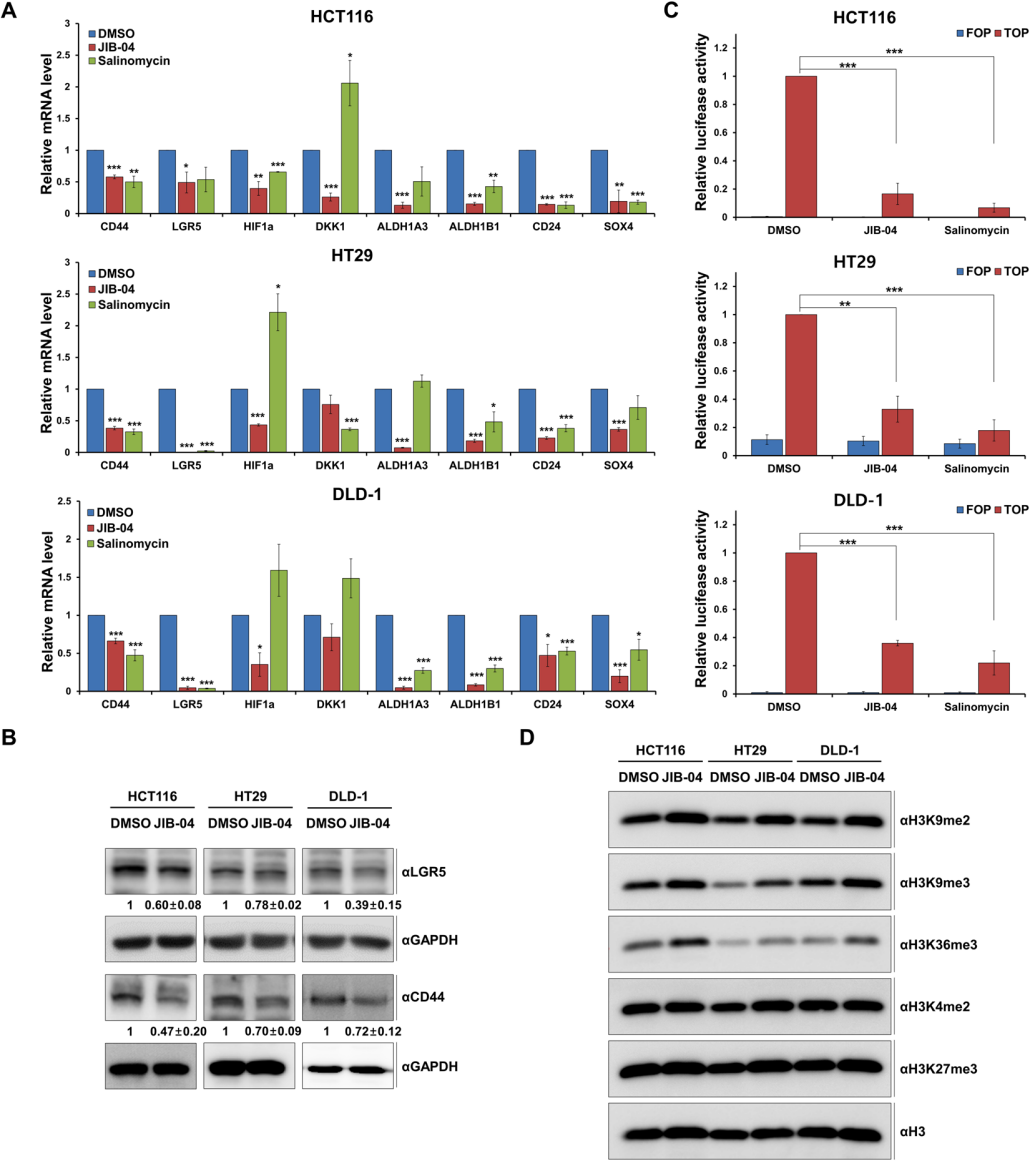
JIB-04 inhibited the β-catenin signaling pathway in colorectal cancer cells. (**A**) mRNA expression levels of β-catenin target genes associated with CSCs after treatment with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h. The mRNA levels of the target genes were normalized to that of GAPDH. The expression level of DMSO-treated cells was set as 1 (n = 3). (**B**) Protein expression of LGR5 and CD44 after treatment with DMSO or 2 µM JIB-04 for 24 h. GAPDH was used as a loading control. (**C**) TOP flash reporter assay of β-catenin-based promoter activity after treatment with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h. Cells were transfected with TOP or FOP flash plasmids and renilla luciferase plasmid. Luciferase activity was measured 48 h after transfection and normalized to that of renilla. The luciferase activity of DMSO-treated cells was set as 1 (n = 3). (**D**) Western blot analysis of histone methylation levels after treatment with DMSO or 2 µM JIB-04 for 24 h. H3 was used as a loading control. *p < 0.05, **p < 0.01, ***p < 0.001, compared with DMSO.

To further investigate the potential regulatory effects of JIB-04 on the transcriptional activity of β-catenin on TCF/LEF, we performed a TOP/FOP flash assay. Our results showed that JIB-04 treatment inhibited the TOP signals (Fig. 7C), supporting the hypothesis that the JIB-04-mediated effects on the expression of β-catenin target genes were generated via the down-regulation of the β-catenin pathway. Because JIB-04 is an inhibitor of Jumonji domain-containing histone demethylases, we investigated global histone H3 methylation levels to clarify which Jumonji demethylases in colorectal cancer cells were influenced by JIB-04. We found that JIB-04 up-regulated the di-methylation and tri-methylation of H3K9 as well as the tri-methylation of H3K36 in HCT116, HT29, and DLD-1 cells, suggesting that JIB-04 inhibits the JMJD2 histone demethylase family in colorectal cancer cells (Fig. 7D). It was previously reported that JMJD2B and JMJD2C interact with β-catenin to recruit β-catenin to the promoters of target genes involved in the EMT and Wnt pathways^30,38,39^. Taken together, our data suggest that JIB-04 disrupts Wnt/β-catenin signaling in colorectal CSCs by inhibitinig the JMJD2 histone demethylase family.

## Discussion

The small molecule JIB-04 was recently reported as a novel, pan-selective inhibitor of Jumonji demethylases that has specific anticancer activities in human lung and prostate cancer cells^31^. More recently, JIB-04 was also shown to induce apoptosis and inhibit growth in drug-resistant lung cancer and glioblastoma cells^32,33^. Although drug resistance is one of the most important features of CSCs, the role of JIB-04 in CSC function has not been clarified. In addition, there are no reports of the role of JIB-04 in colorectal cancer cells. In this study, we identified a novel role of JIB-04 in the survival and maintenance of colorectal CSCs using three different colorectal cancer cell lines.

Although JIB-04 treatment did not markedly reduce the overall viability of the colorectal cancer cells (Fig. 1A), it significantly decreased a representative CSC marker, CD133, in a dose-dependent manner (Fig. 2A,B). In addition, we observed that JIB-04 treatment diminished the self-renewal, tumor-initiating ability, and tumorsphere growth of the colorectal cancer cells (Fig. 2C,D; Fig. 3A–D). Because those features are crucial to the function of colorectal CSCs, our results suggest that JIB-04 might be used to specifically target colorectal CSCs. JIB-04 treatment interfered with the formation of secondary tumorspheres as well as the growth of primary tumorspheres (Fig. 3C–F), suggesting that JIB-04 not only reduced the number of colorectal CSCs but also changed the characteristics of the colorectal CSCs. The JIB-04 treatment also induced G_2_/M arrest in colorectal cancer cells (Fig. 1B,C) and effectively reduced the size of xenograft tumors in both of BALB/c nude mice and NOD/SCID mice (Fig. 4). Collectively, our results show that JIB-04 has potent and selective anti-proliferative effects on colorectal cancer cells and effectively eliminates some of the stemness of colorectal CSCs.

We showed that JIB-04 treatment affects numerous molecular functions, disease mechanisms, and pathways (Fig. 6). JIB-04 altered the expression levels of genes related to colorectal cancer as well as various other cancers, suggesting that JIB-04 may have anti-CSC activity in cancers other than colorectal cancer. JIB-04 affected several signaling pathways, but because hyperactivation of Wnt/β-catenin signaling is a hallmark of both the early stages and the late stages of colorectal cancer development^24–27^, we focused on the Wnt signaling pathway. Recent studies showed that Wnt/β-catenin signaling acts as a key regulator of colorectal CSCs by regulating EMT and CSC marker genes^23,25,37,40,41^. Our results showed that JIB-04 significantly reduced the expression of Wnt target genes and CSC markers including CD44, LGR5, ALDH, HIF1a, and SOX4 (Figs 6C and 7A,B). JIB-04 inhibited the transcription of β-catenin target genes as confirmed by TOP/FOP flash luciferase assays (Fig. 7C).

Although the mechanism underlying the JIB-04-mediated inhibition of β-catenin-dependent transcription will require further investigation to uncover, we can suggest one possible mechanism. Three different histone modifications (H3K9me2, H3K9me3, and H3K36me3) were largely increased in response to JIB-04 treatment in all three colorectal cancer cell lines (Fig. 7D). Those histone modifications are known to be main targets of the JMJD2 family proteins^42^. Therefore, we hypothesize that JIB-04 inhibits the JMJD2 family, which leads to the suppression of colorectal CSC activities. Consistent with that hypothesis, there are several reports that support the existence of a relationship between JMJD2 and β-catenin recruitment in cancers^30,38,39^. JMJD2B inhibition attenuated β-catenin recruitment to the gene promoter of vimentin, an EMT marker, inducing a decrease in gastric cancer metastasis^39^. Similarly, JMJD2C knockdown impaired sphere-forming ability through decreased β-catenin recruitment to the JAG1 gene promoter in colorectal cancer cells^30^. The effects of JIB-04 on the results of β-catenin promoter-based luciferase reporter assays in our study were almost same in all three cell lines despite the different mutation statuses of the three cells lines^20,43^. Therefore, JIB-04 likely acts downstream of the Wnt/β-catenin signaling pathway. Taken together, our results support the hypothesis that JIB-04 diminishes the stemness of colorectal CSCs by inhibiting JMJD2 histone demethylases, which are required for proper β-catenin recruitment to target genes.

JIB-04 strongly reduced the expression of LGR5 (leucine-rich repeat-containing G-protein-coupled receptor 5) in all three colorectal cancer cell lines (Fig. 7A,B). Although there are various CSC marker genes, several recent studies showed that LGR5 has significant effects on tumor growth and metastasis, especially in colorectal cancer^15,44–46^. One study found that the selective ablation of LGR5^+^ CSCs in organoids led to tumor regression, while the proliferation of LGR5^+^ CSCs may contribute to tumor regrowth^45^. In addition, LGR5^+^ CSCs were found to be critical for the formation and maintenance of liver metastasis derived from colorectal cancer^46^. Consistent with those observations, our results showed that JIB-04 treatment resulted in the dysregulation of EMT (Fig. 5) as well as decreased LGR5 expression. Thus, JIB-04 treatment might overcome the tumorigenic and metastasis-promoting actions of CRCs by dysregulating EMT ability and reducing LGR5 expression in CRCs.

Although our results demonstrated the main effect of JIB-04 on CSCs, long-term treatment with JIB-04 had dramatic inhibitory effects on the proliferation of colorectal cancer cells (Supplementary Fig. S2). Those inhibitory effects may be caused by a reduction in β-catenin protein levels via an unknown mechanism (Supplementary Fig. S4). JIB-04 does not modulate the proliferation and viability of normal cells (32), so JIB-04 might be an effective therapeutic agent for targeting total colorectal cancer cells, including non-CSC populations.

Only a few compounds have been reported to have specific inhibitory activity against colorectal CSCs. Salinomycin inhibits metastatic colorectal CSCs by interfering with Wnt/β-catenin signaling^35^. Very recently, the TNIK inhibitor NCB-0846 was shown to abrogate the stemness of colorectal CRCs by blocking Wnt signaling^47^. Our results clearly showed that the anti-CSC activity of JIB-04 is comparable to or greater than that of salinomycin. Overall, our results suggest that JIB-04 may be an excellent drug candidate against colorectal cancer.

## Materials and Methods

### Cell culture and drug treatment

We cultured HCT116, HT29, and DLD-1 cells under standard culture conditions in RPMI-1640 media (Welgene) containing 10% FBS (Atlas Biologicals) and 1 × penicillin-streptomycin (Corning). For the drug treatments, we dissolved JIB-04 (Cayman) and salinomycin (Cayman) in DMSO and diluted the solutions to the appropriate concentrations for the experiments. The following chemicals were used for the primary screening of anti-CSC agents: IOX1 (Cayman), SAHA (Cayman), trichostatin (TSA) (Cayman), EPZ5676 (APEXBIO), eosin Y disodium trihydrate(AMI-5) (Santa Cruz), 2-PCPA(Cayman), sirtinol (Cayman), pargyline (Sigma-Aldrich), paclitaxel (Cayman) 5-FU (Cayman), etoposide (Cayman), nocodazole (Sigma-Aldrich), calmidazolium chloride (Tocris Bioscience), beta-lapachone (Cayman).

### Tumorsphere formation

To investigate the tumor initiation ability of colorectal CSCs, we treated HCT116, HT29 and DLD-1 with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h and then seeded 2 × 10^4^ of the treated cells in stem cell medium (DMEM:F12, 20 ng/ml EGF, 20 ng/ml FGF, 5 µg/ml insulin, and 1× B27 supplement) on ultra-low-attachment six-well plates (Corning). After 7 days, we detected sphere-initiating cells using the Cell Counting Kit (CCK)-8 from Dojindo according to the manufacturer’s protocol.

To examine effect of JIB-04 on tumor growth, we cultured primary tumorspheres for 5 days and then treated them with DMSO, 2 µM JIB-04, 10 µM JIB-04, or 10 µM salinomycin for 2 days. We then measured the viability of the tumorspheres by CCK assay. To examine effect of JIB-04 on tumor recurrence, we trypsinized primary tumorspheres and re-seeded them without drug treatment to produce secondary tumorspheres. After 12 days, we measured the viability of the secondary tumorspheres by CCK assay.

### RNA extraction and real-time PCR

We extracted total RNA from HCT116, HT29 and DLD-1 using TRI-reagent LS (MRC) as previously reported^48^. We synthesized cDNA using a cDNA synthesis kit (Thermo Fisher Scientific) with oligo dT primers. We analyzed mRNA expression levels by quantitative real-time PCR (qRT-PCR) with SYBR Premix Ex Taq II (Takara, Japan) and an ABI7000 sequence detector (Applied Biosystems, USA) according to the manufacturers’ protocols using primer sets for the target genes described in Supplementary Table S1.

### Histone preparation and antibodies

We prepared histones as described previously^49^. Briefly, we lysed harvested HCT116, HT29 and DLD-1 cells after treatment of DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h by mechanical shearing on a rotator in hypotonic lysis buffer at 4 °C. We extracted histones from the cell lysates with H_2_SO_4_ and precipitated them in TCA. After washing the precipitated histones with acetone, we dissolved the yields in distilled water.

We used the following antibodies for western blotting: anti-CD133 (Novus Biologicals, #NB120-16518), anti-E-cadherin (Cell signaling, #3195), anti-EpCAM (Cell signaling, #2929), anti-Vimentin (Cell signaling, #5741), anti-LGR5 (Novus Biologicals, #NBP1-28904), anti-CD44 (Santa Cruz Biotechnology, #sc-7297), anti-GAPDH (AbClon, #AbC-2003), anti-H3 (Abcam, #ab1791), anti-H3K9me2 (Abcam, #ab1220), anti-H3K9me3 (Millipore, #CS207324), anti-H3K36me3 (Abcam, #Ab9050), anti-H3K4me2 (Milipore, #07-030), and anti-H3K27me3 (Abcam, #Ab6002).

### TOP/FOP flash reporter assay

We transfected HCT116, HT29 and DLD-1 cells with TOP or FOP flash plasmids along with SV40-Renilla plasmid (control for transfection) using Lipofectamine 3000 (Invitrogen). On the following day, we transferred the cells to fresh media and treated them with DMSO, 2 µM JIB-04, or 10 µM salinomycin. Forty-eight hours after transfection, we detected luciferase activity using the Promega GLOMAX 20/20 system and dual-luciferase reporter assay system (Promega) according to the manufacturer’s protocol.

### Cell invasion assay and migration assay

We used 24-well culture plate with an 8.0-um transparent PET membrane separating the upper and lower halves of each well (Corning) to measure the migration ability and invasiveness of cells. After treating HCT116, HT29 and DLD-1 with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h for 24 h, we suspended 1 × 10^5^ treated cells in serum-free medium and added them to the upper chamber of the well containing the PET membrane. We filled the lower chamber with standard culture media containing 10% FBS as a chemoattractant. For the invasion assay, we covered the upper side of the membrane with Matrigel (BD). We then incubated the cultures for 24 h and stained the cells that passed through the membrane with crystal violet (Sigma Aldrich).

### Clonogenic proliferation

To investigate clonogenic proliferation, we seeded 1 × 10^6^ of HCT116, HT29 and DLD-1 cells in a 60 mm culture dish and treated them with DMSO, 2 µM JIB-04, or 10 µM salinomycin for 24 h. We then re-seeded 1 × 10^6^ treated cells per well in 96-well, 24-well, and 6-well plates (SPL) under standard culture conditions, grew them for 10 days, and then stained them with crystal violet. After scanning the culture plates, we quantified the results using ImageJ software.

### Cell cycle analysis

We treated HCT116, HT29 and DLD-1 with 2 µM JIB-04 for 24 h, fixed them in 70% ethanol for at least 30 min at 4 °C, and then stained them with 10 μg/ml propidium iodide solution containing 5ug/ml RNase A for 30 min. We analyzed the cell cycle profile by flow cytometry with fluorescence-activated cell sorting (FACS).

### RNA sequencing and pathway analysis

The RNA sequencing was processed by Macrogen, Inc. (Seoul, South Korea). RNA extracts from cells treated with DMSO or 2 µM JIB-04 for 24 h were subjected to cDNA library construction (TruSeq RNA Sample Prep Kit v2). The sample was checked for quality using FastQC v0.10.0 and then subjected to Illumina sequencing using the HiSeq. 4000 system. We aligned the sequencing reads to the reference genome using TopHat version 2.0.13 and bowtie2 2.2.3. We used Cufflinks version 2.2.1 to detect differences in expression between samples. We used the Kyoto Encyclopedia of Genes and Genomes (KEGG) database to determine the pathways of the differentially expressed genes. We selected significant pathways using Fisher’s exact test with the threshold of significance set by P-value and False Discovery Rate (FDR). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE106407 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106407).

### Animals

We obtained male 6-week-old BALB/c nude mice and NOD/SCID gamma (NSG) mice from Orient Bio (Seongnam, Korea) and The Jackson Laboratory (Bar Harbor, ME), respectively. All mice were maintained under SPF conditions in the AAALAC-accredited animal facility at the National Cancer Center.

### Subcutaneous colorectal cancer xenograft-tumor model

We treated HCT116 cells with vehicle (DMSO) or 2 µM JIB-04 for 2 days. After washing the cells, we suspended 1 × 10^5^ or 1 × 10^6^ cells in 100 μl PBS containing 50% Matrigel (BD Biosciences) and injected them subcutaneously into the left (JIB-04-treated cells) and right (DMSO-treated cells) flanks of BALB/c nude mice (6-week-old male). For the HCT-116-bearing NSG model, we treated HCT116 cells with vehicle (DMSO) or 2 µM JIB-04 for 1 day. After washing the cells, we suspended 100 viable cells in 100 μl PBS containing 50% Matrigel (BD Biosciences) and then inoculated the suspension into the subcutaneous tissues of male NSG mice.

We monitored the tumor size using a digital caliper and calculated the tumor volume according to the following formula: 0.5 × length (mm) × width (mm) (five mice per group). We performed all animal procedures according to the ARRIVE guidelines and the National Cancer Center guidelines for the care and use of laboratory animals. The protocol was approved by the Committee on the Ethics of Animal Experiments of the National Cancer Center (Permit Number: NCC-08-031).

## Electronic supplementary material

Supplementary data

# Supplementary material for: JIB-04, A Small Molecule Histone Demethylase Inhibitor, Selectively Targets Colorectal Cancer Stem Cells by Inhibiting the Wnt/β-Catenin Signaling Pathway
**Source:** Sci Rep. 2018 Apr 26;8:6611. doi: 10.1038/s41598-018-24903-0
**Supplement:** Supplementary file 1 — Supplementary data

## **Supplementary Data**

# **JIB-04, A Small Molecule Histone Demethylase Inhibitor, Selectively Targets Colorectal Cancer Stem Cells by Inhibiting the Wnt/ $\beta$ -Catenin Signaling Pathway**

**Min Seong Kim<sup>1,2,\*</sup>, Hye In Cho<sup>1,2,\*</sup>, Hee Jung Yoon<sup>3</sup>, Ye-Hyeon Ahn<sup>3</sup>, Eun Jung Park<sup>3</sup>, Yan Hua Jin<sup>4,5</sup>, and Yeun Kyu Jang<sup>1,2</sup>**

## **Inventory of Supplemental Information**

The Supplemental Information contains 6 additional figures, and 1 tables

**Figure S1:** Related to Figure 3

**Figure S2:** Related to Figure 1.

**Figure S3:** Related to Figure 4.

**Figure S4:** Related to Figure 7.

**Figure S5:** Uncropped gel image from Western blot: Fig 2B, Fig 5D and Fig 7B.

**Figure S6:** Uncropped gel image from Western blot: Fig 7D, Fig S4A and Fig S4B.

**Table S1:** Primer sequences for qRT-PCR

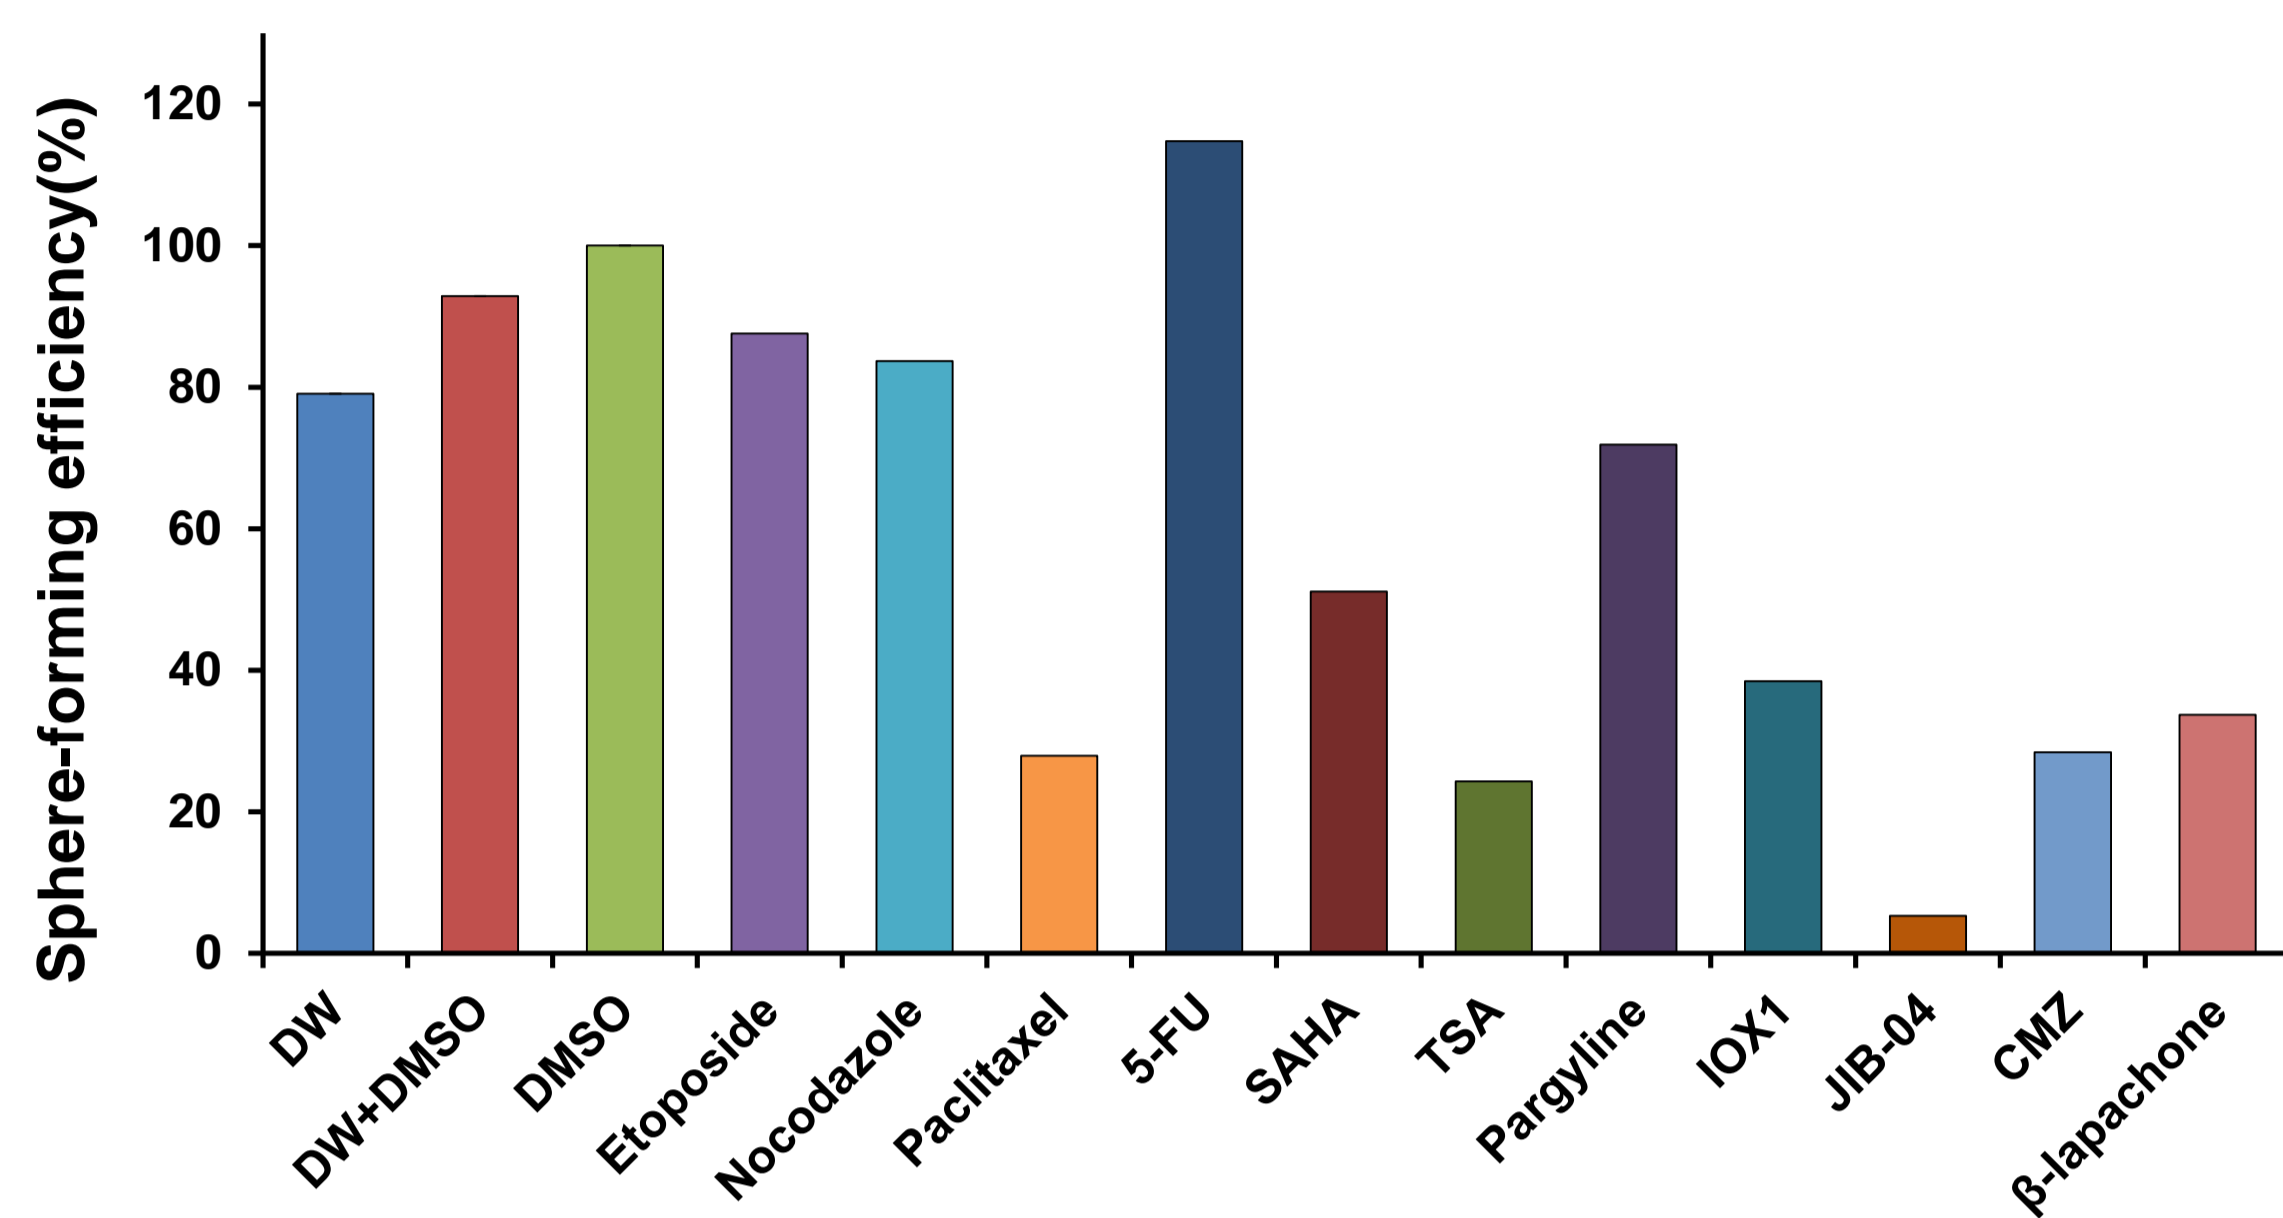

**Supplementary Figure S1.** Sphere-forming efficiency of HCT116 after treatment with 10 $\mu$ M of indicated drugs was analyzed by cell counting. Sphere-forming efficiency of DMSO-treated cells was set as 100. Symbols used: DW, distilled water; TSA, trichostatin A; CMZ, calmidazolium chloride.

A

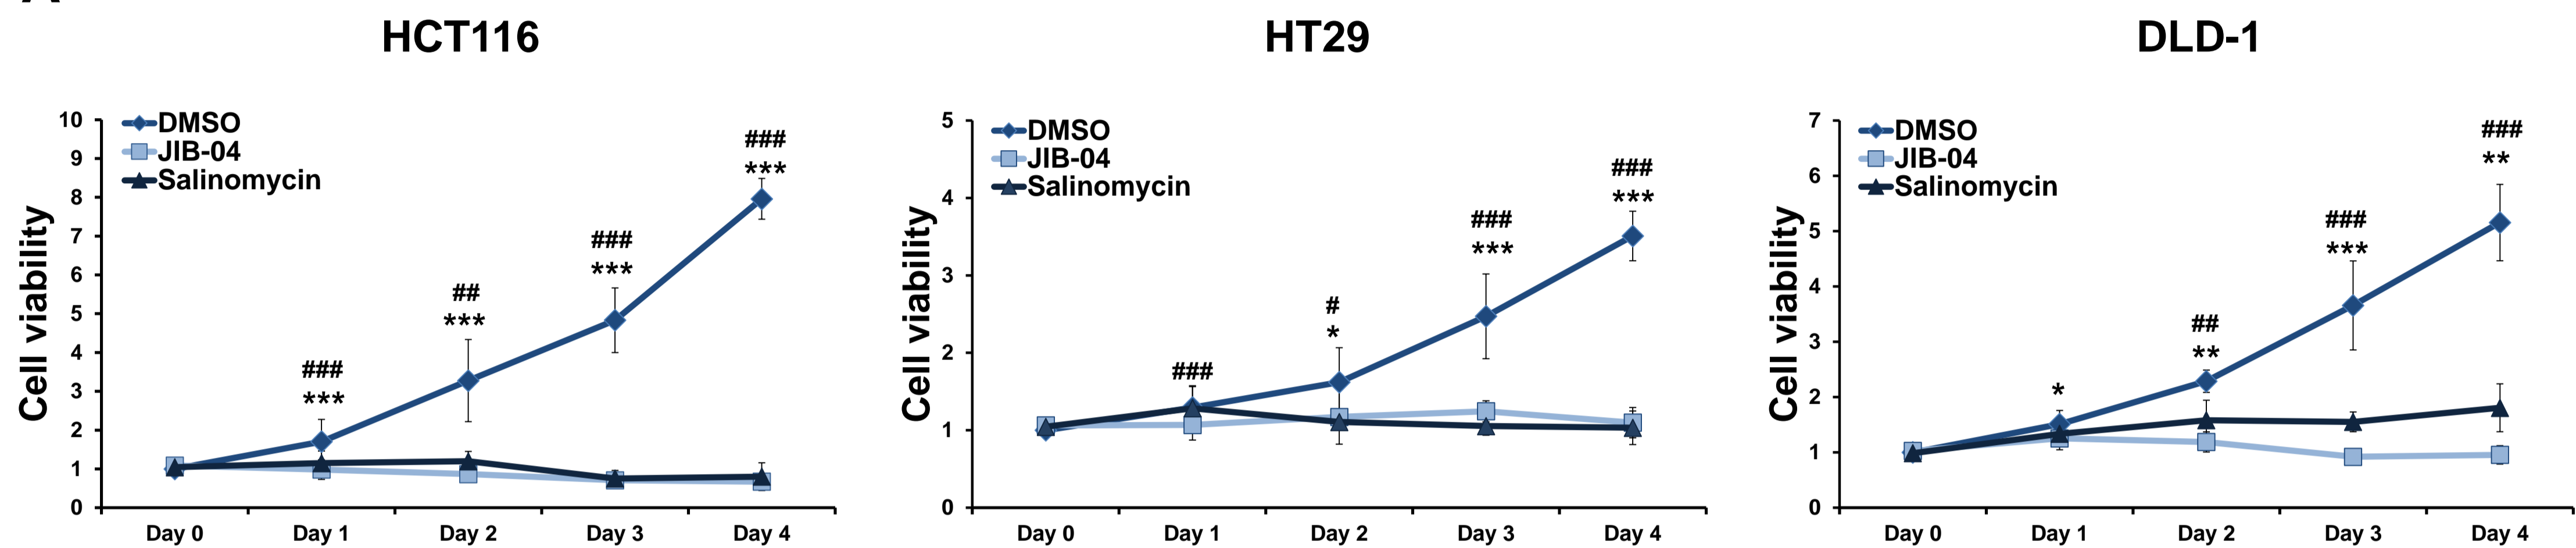

**Supplementary Figure S2.** Time course of the viability of cells cultured with DMSO, 2 $\mu$ M JIB-04, or 10 $\mu$ M salinomycin. Cell viability of DMSO-treated cells was set as 1 (n=3). \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001 (DMSO vs. JIB-04). # $p$  < 0.05, ## $p$  < 0.01, ### $p$  < 0.001 (DMSO vs. salinomycin).

**A**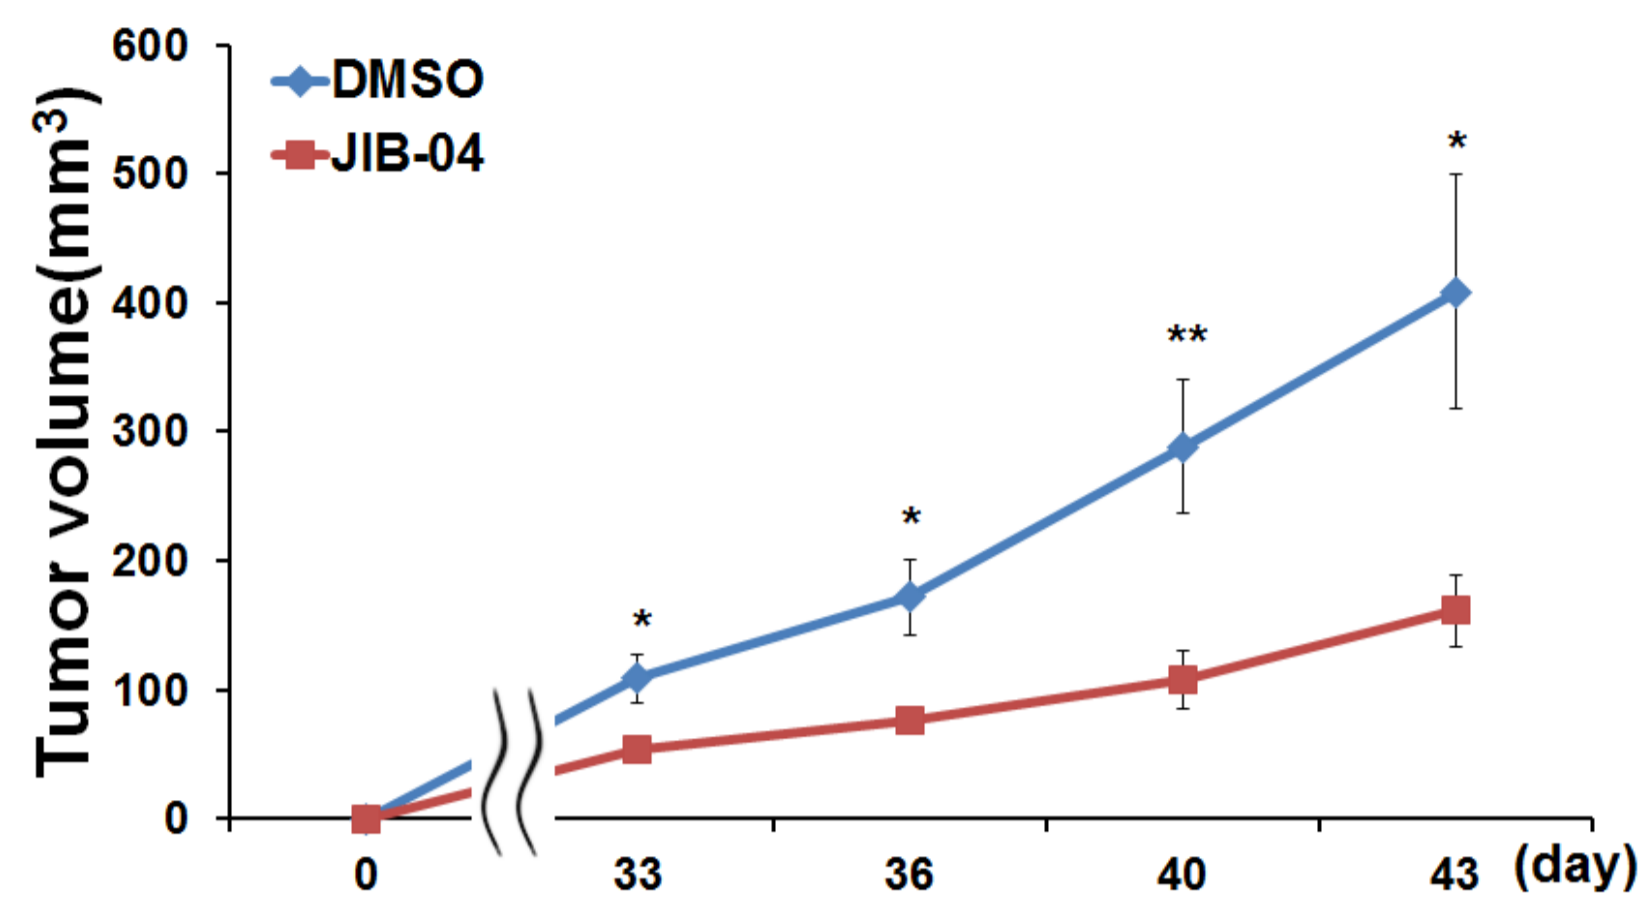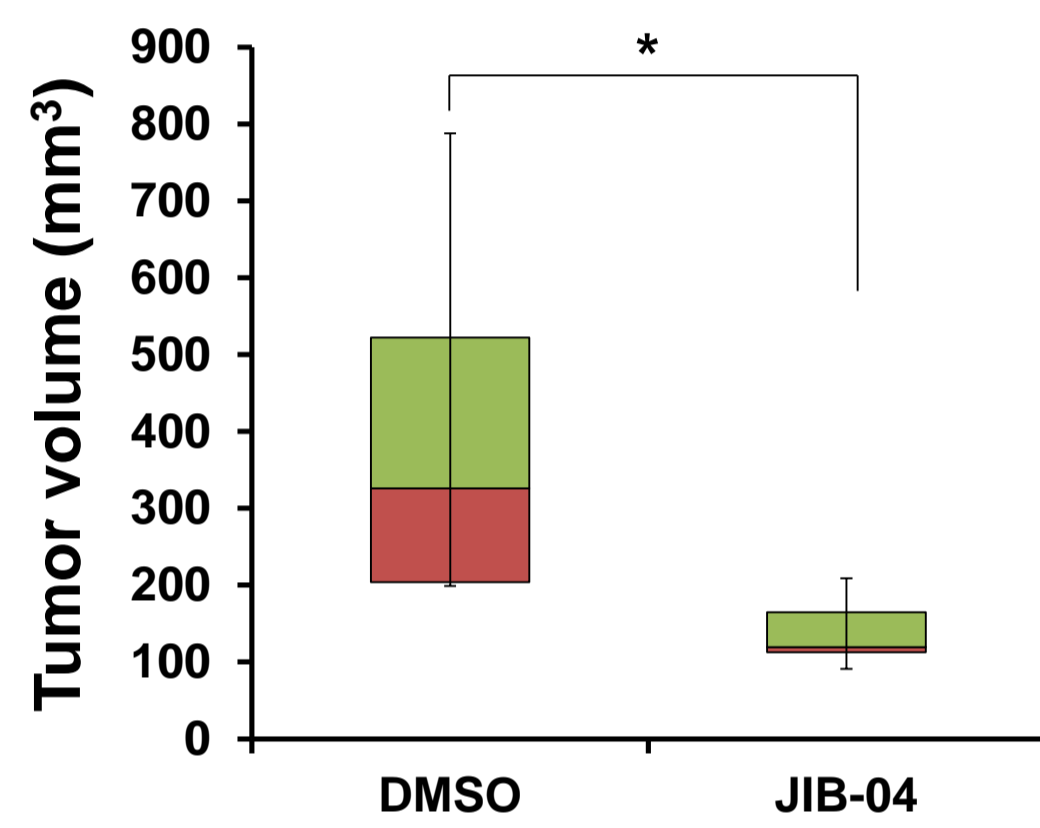**B**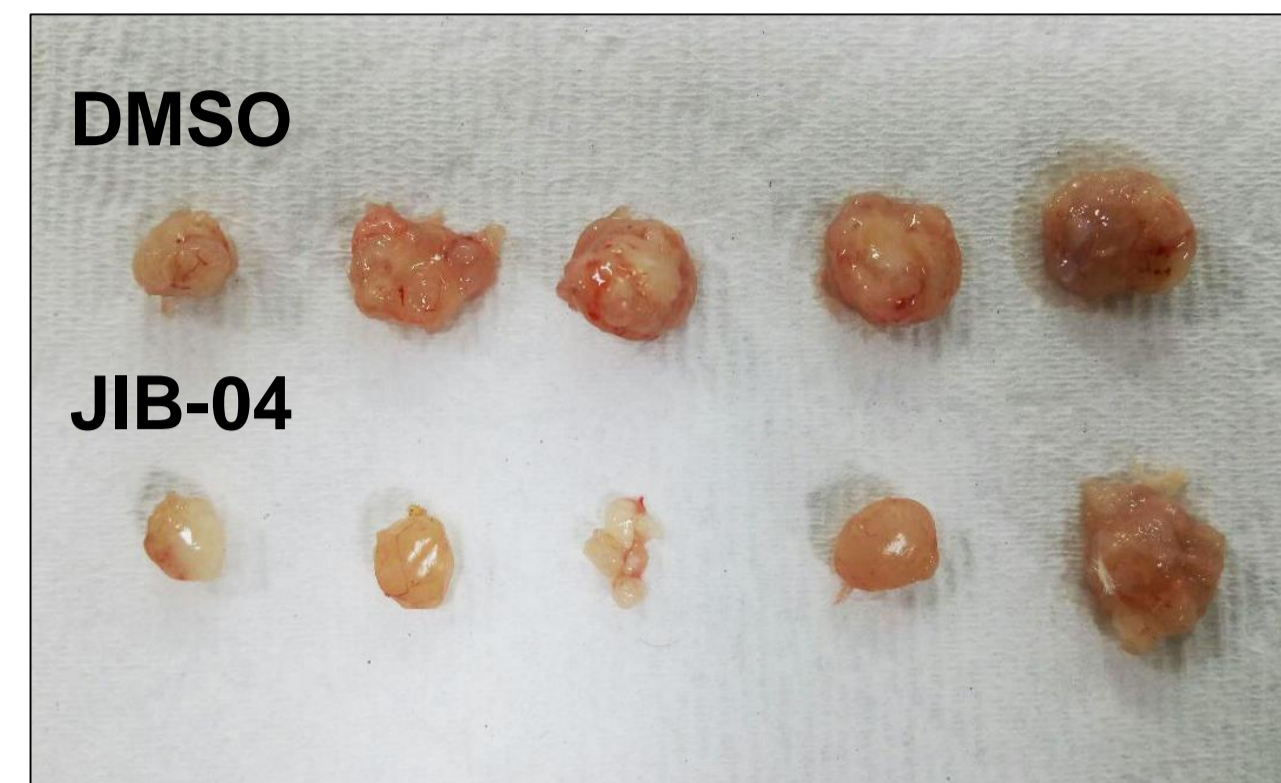

**Supplementary Figure S3.** A) HCT116 cells were treated with DMSO or 2  $\mu$ M JIB-04 for 1 day and then injected into 6-week-old male NSG mice. Tumor volume was measured at the indicated days after the injection of HCT116 cells. B) Representative tumors were obtained 43 days after the injection of tumor cells. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , compared with DMSO.

**A**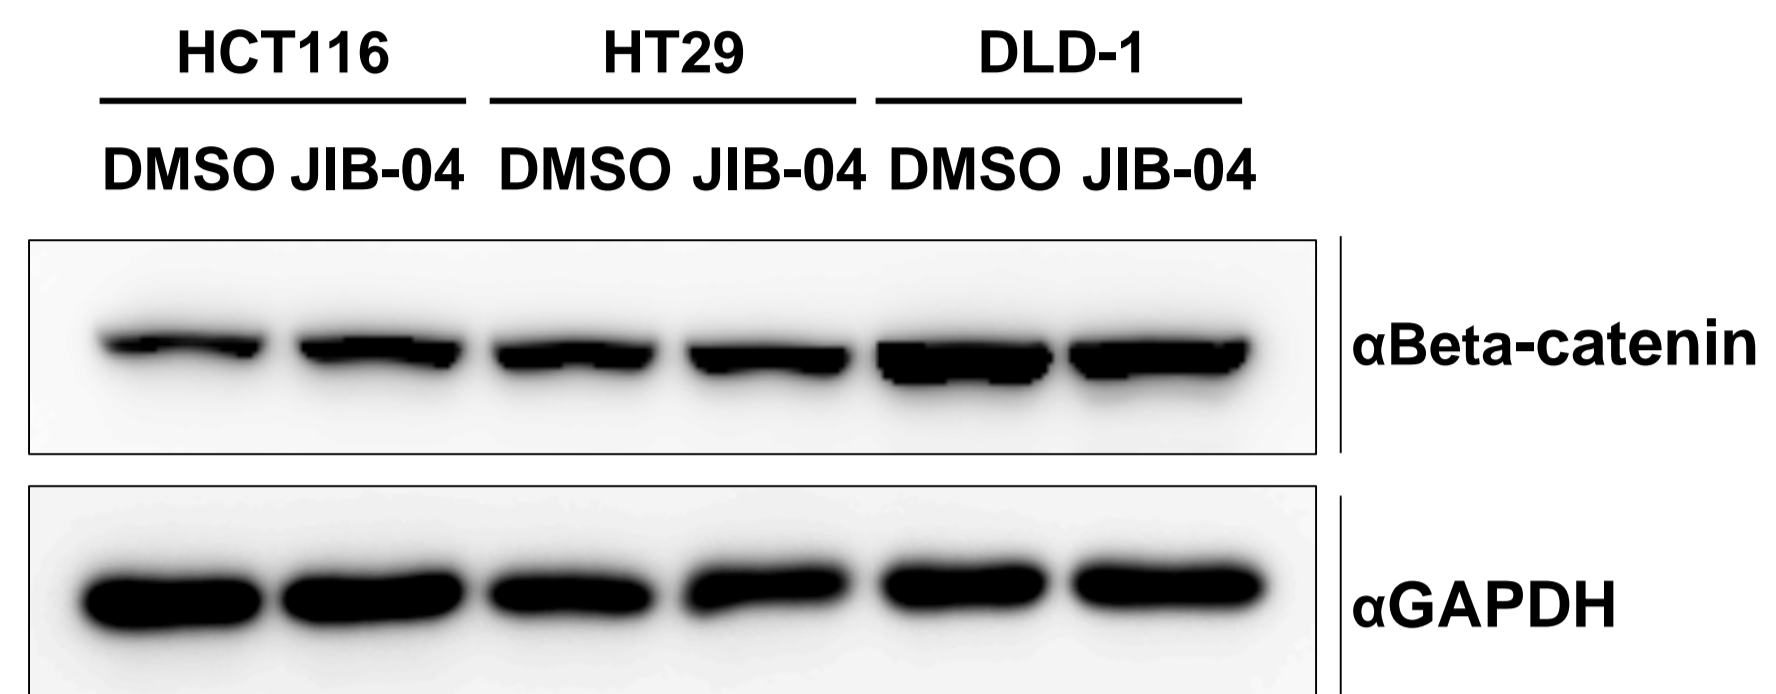**B**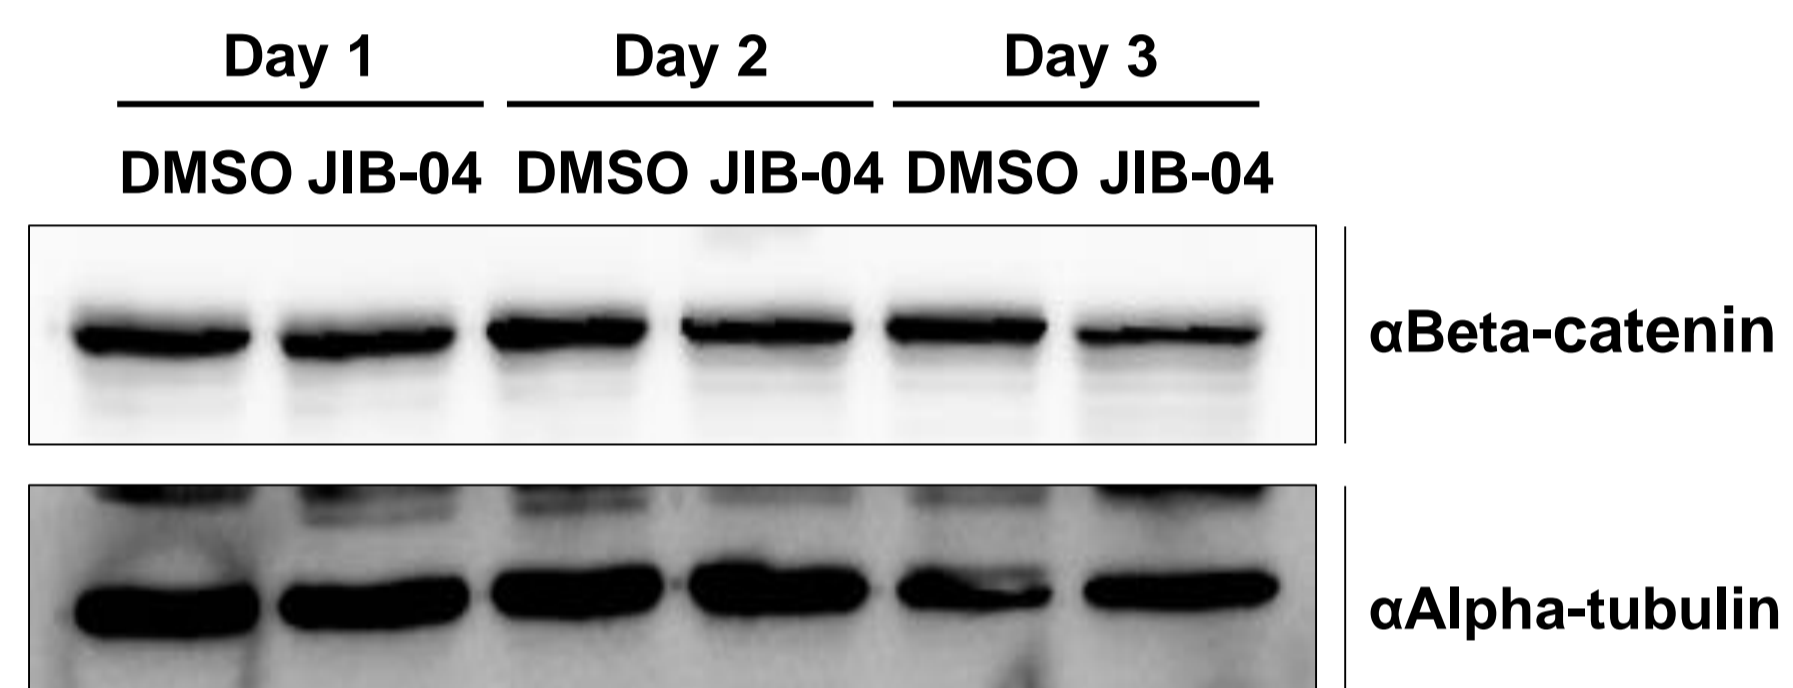

**Supplementary Figure S4.** A) Protein expression of  $\beta$ -catenin after treatment with DMSO or 2 $\mu$ M JIB-04 for 24h in three CRC cell lines. GAPDH was used as a loading control. B) Protein expression of  $\beta$ -catenin in HCT116 cells after treatment with DMSO or 2 $\mu$ M JIB-04 for 24h, 48h, and 72h. Alpha-tubulin was used as a loading control.

**Fig 2B**

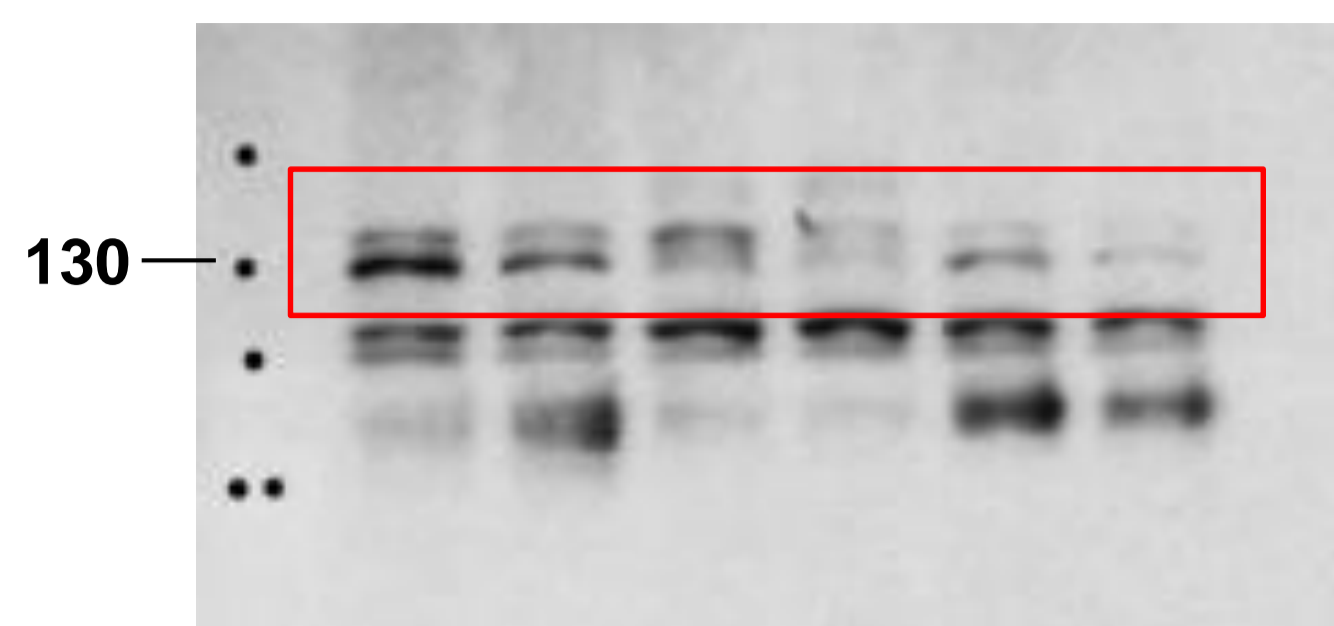

**IB : CD133**

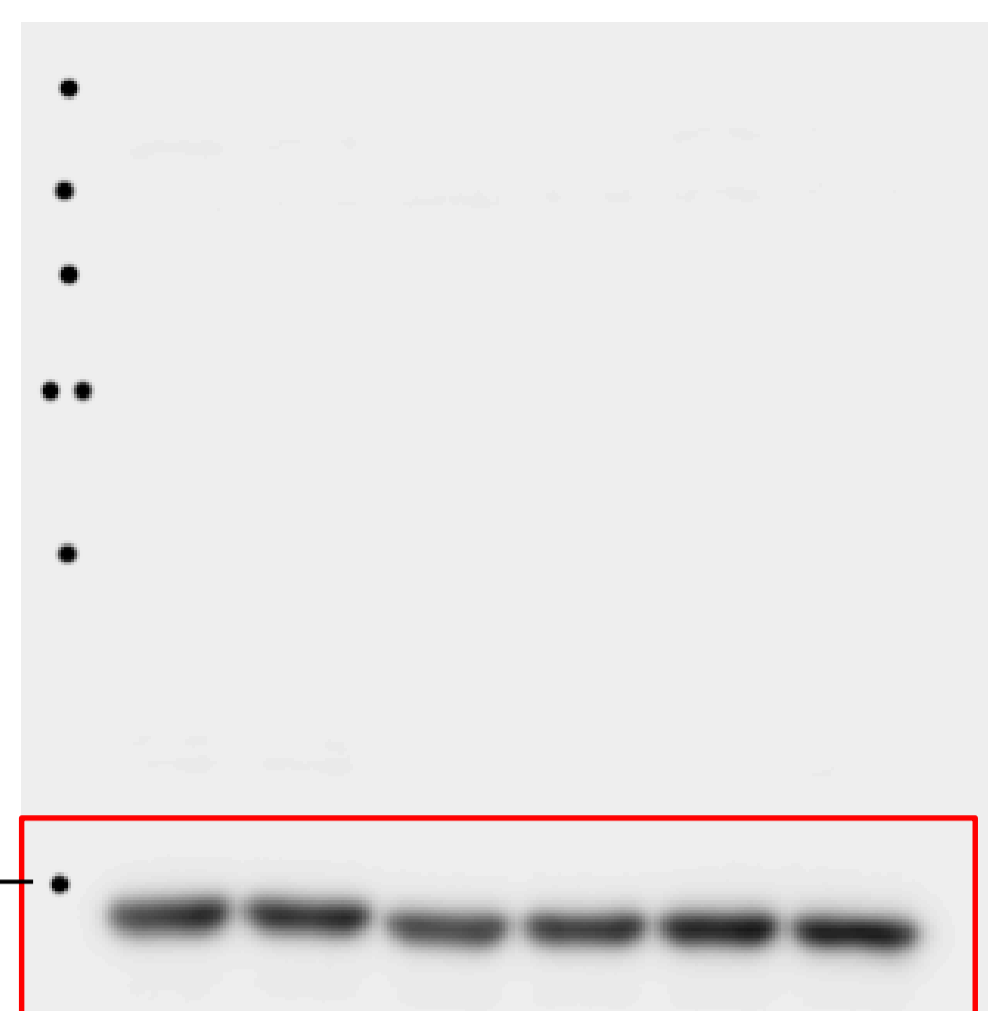

**IB : GAPDH (also in Fig 5D)**

**Fig 5D**

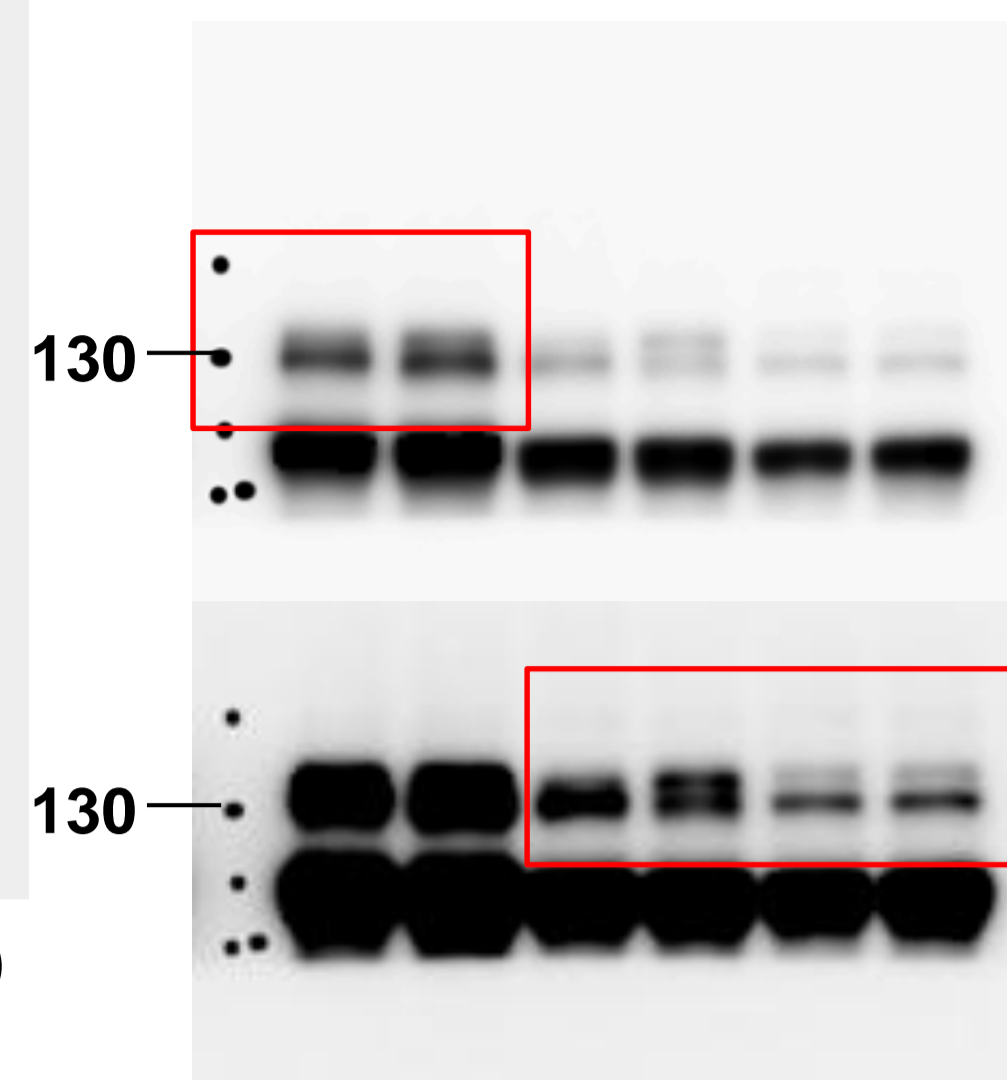

**IB : E-CAD**

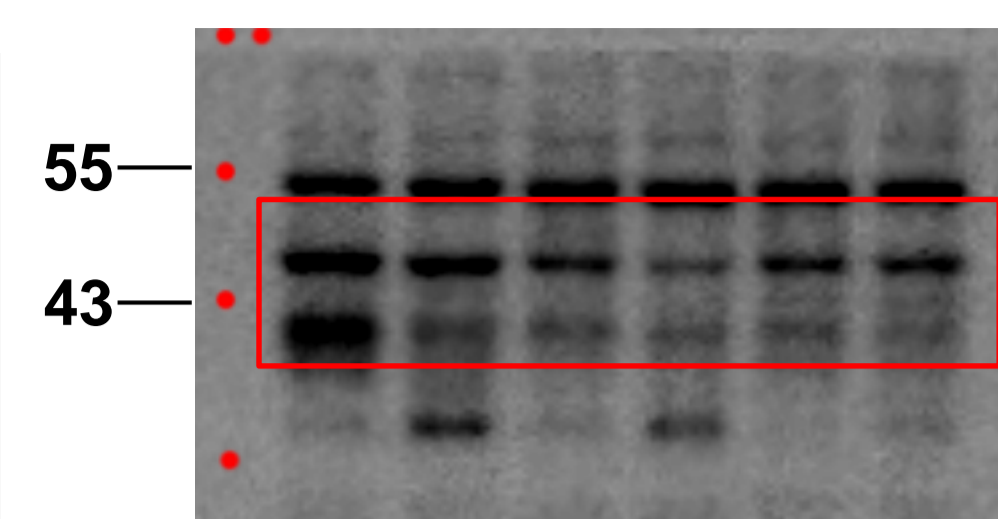

**IB : EpCAM**

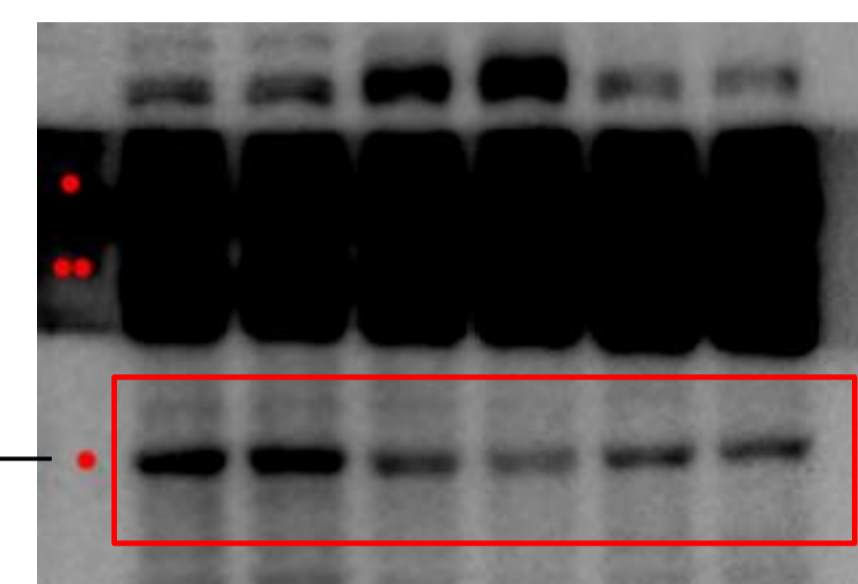

**IB : VIM**

**Fig 7B**

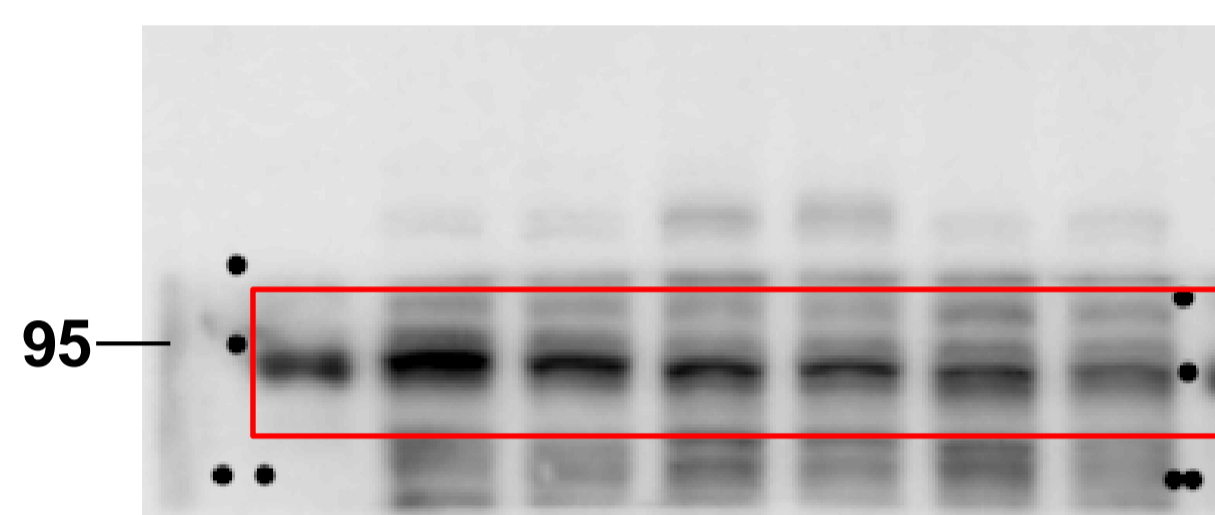

**IB : LGR5**

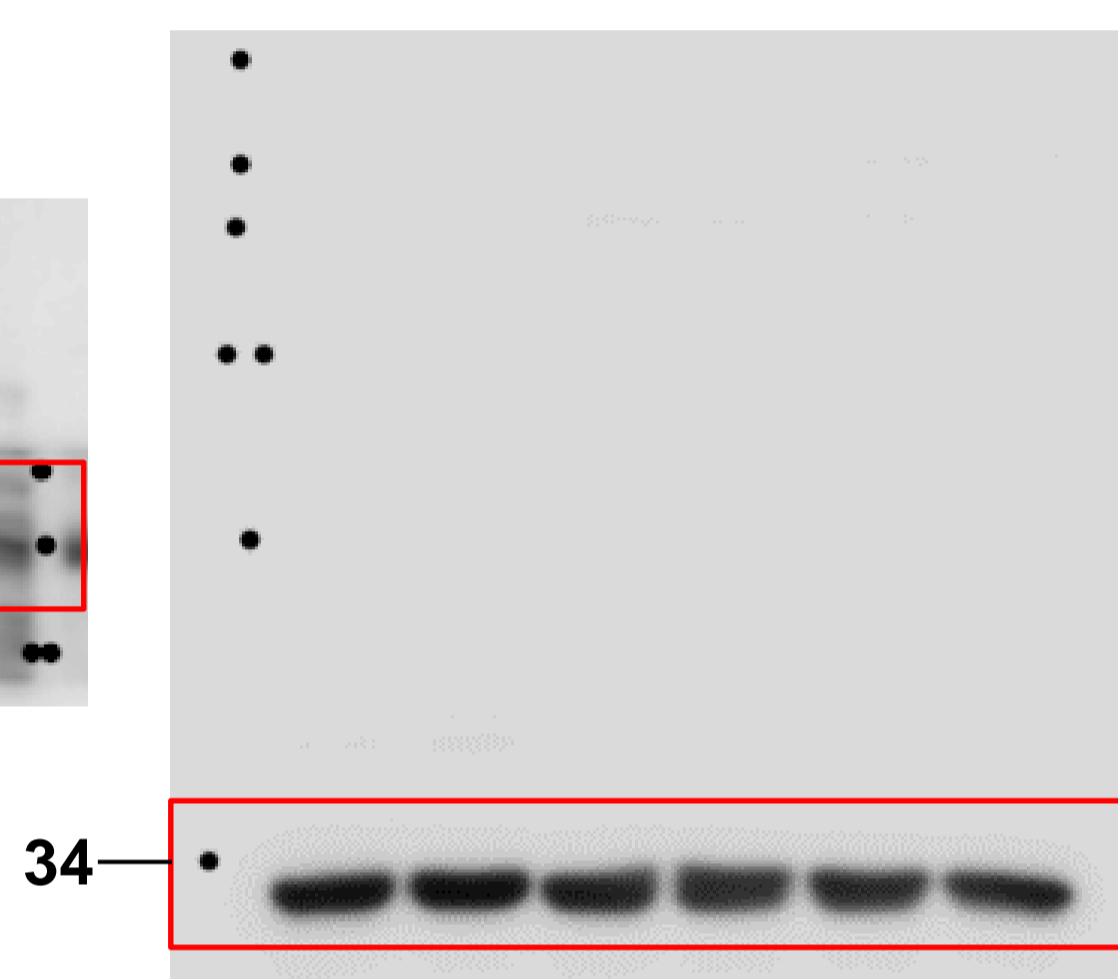

**IB : GAPDH (for LGR5)**

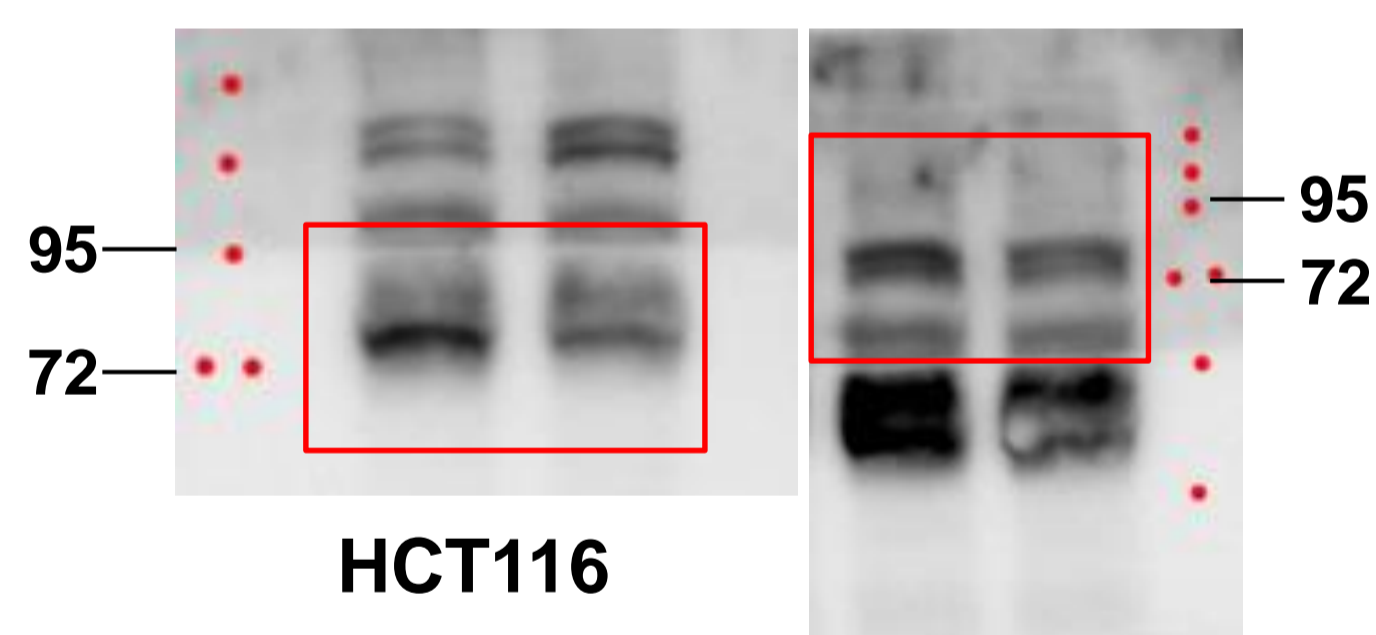

**HCT116**

**HT29**

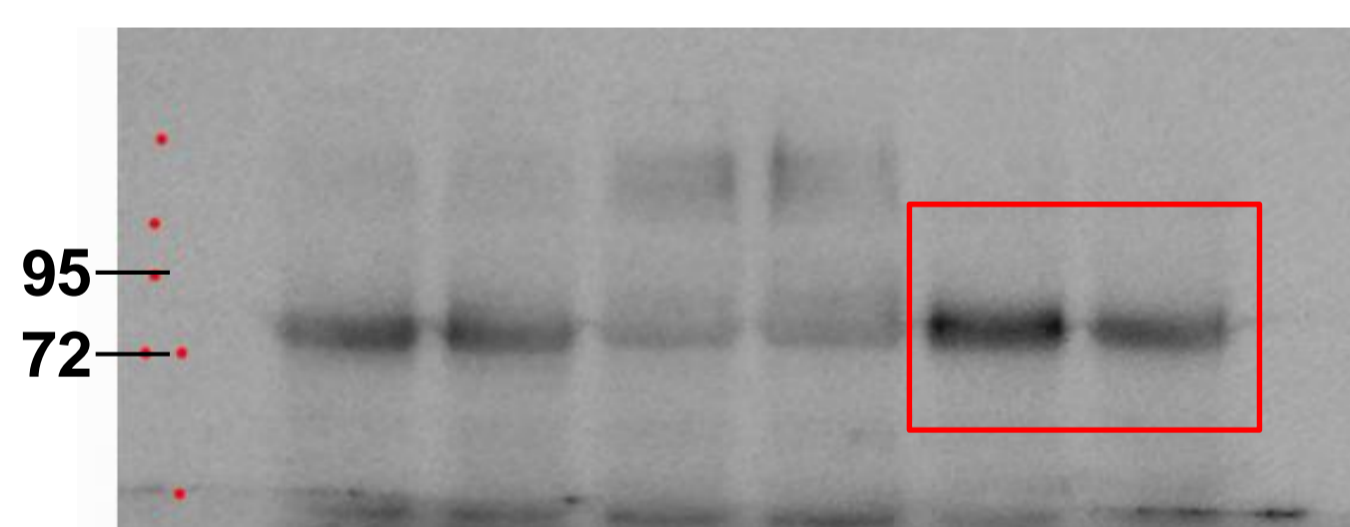

**DLD-1**

**IB : CD44**

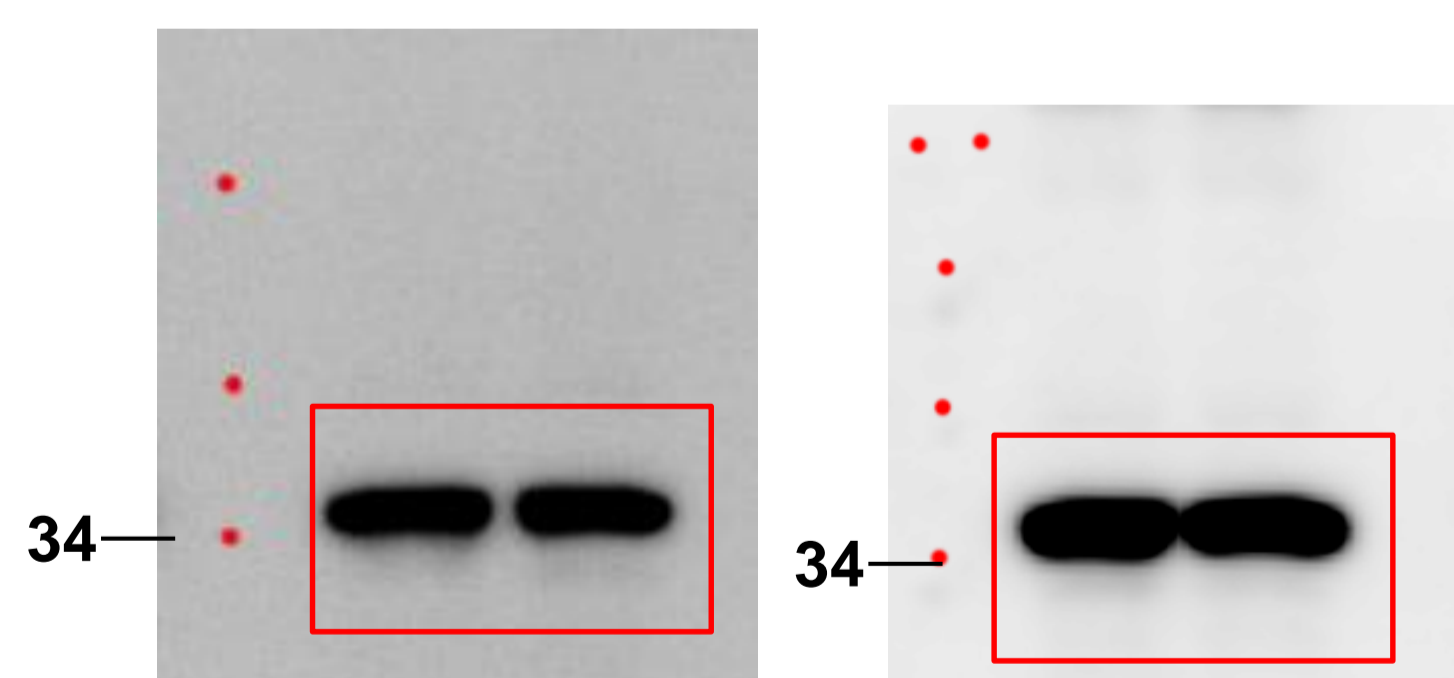

**HCT116**

**HT29**

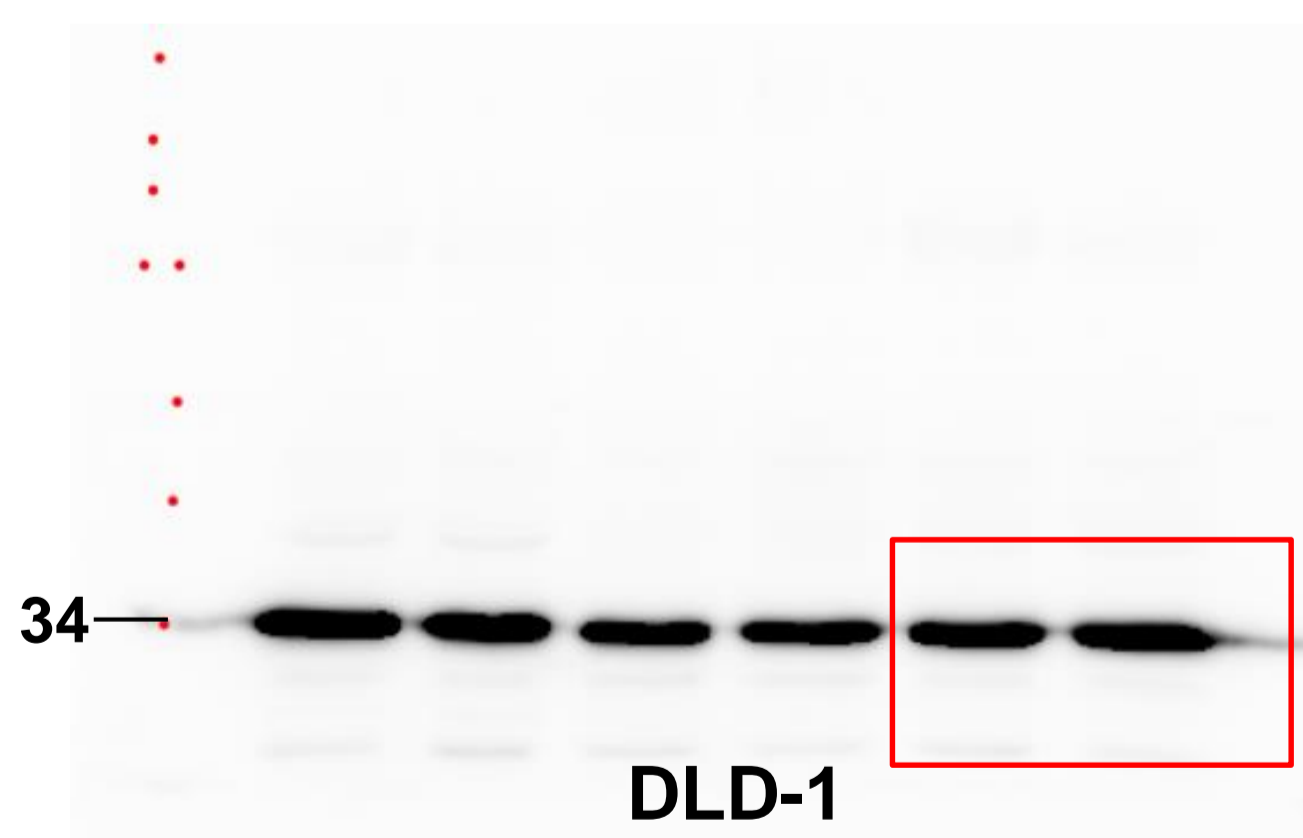

**DLD-1**

**IB : GAPDH (for CD44)**

**Supplementary Figure S5:** Uncropped gel image from Western blot: Fig 2B, Fig 5D and Fig 7B.

**Fig 7D**

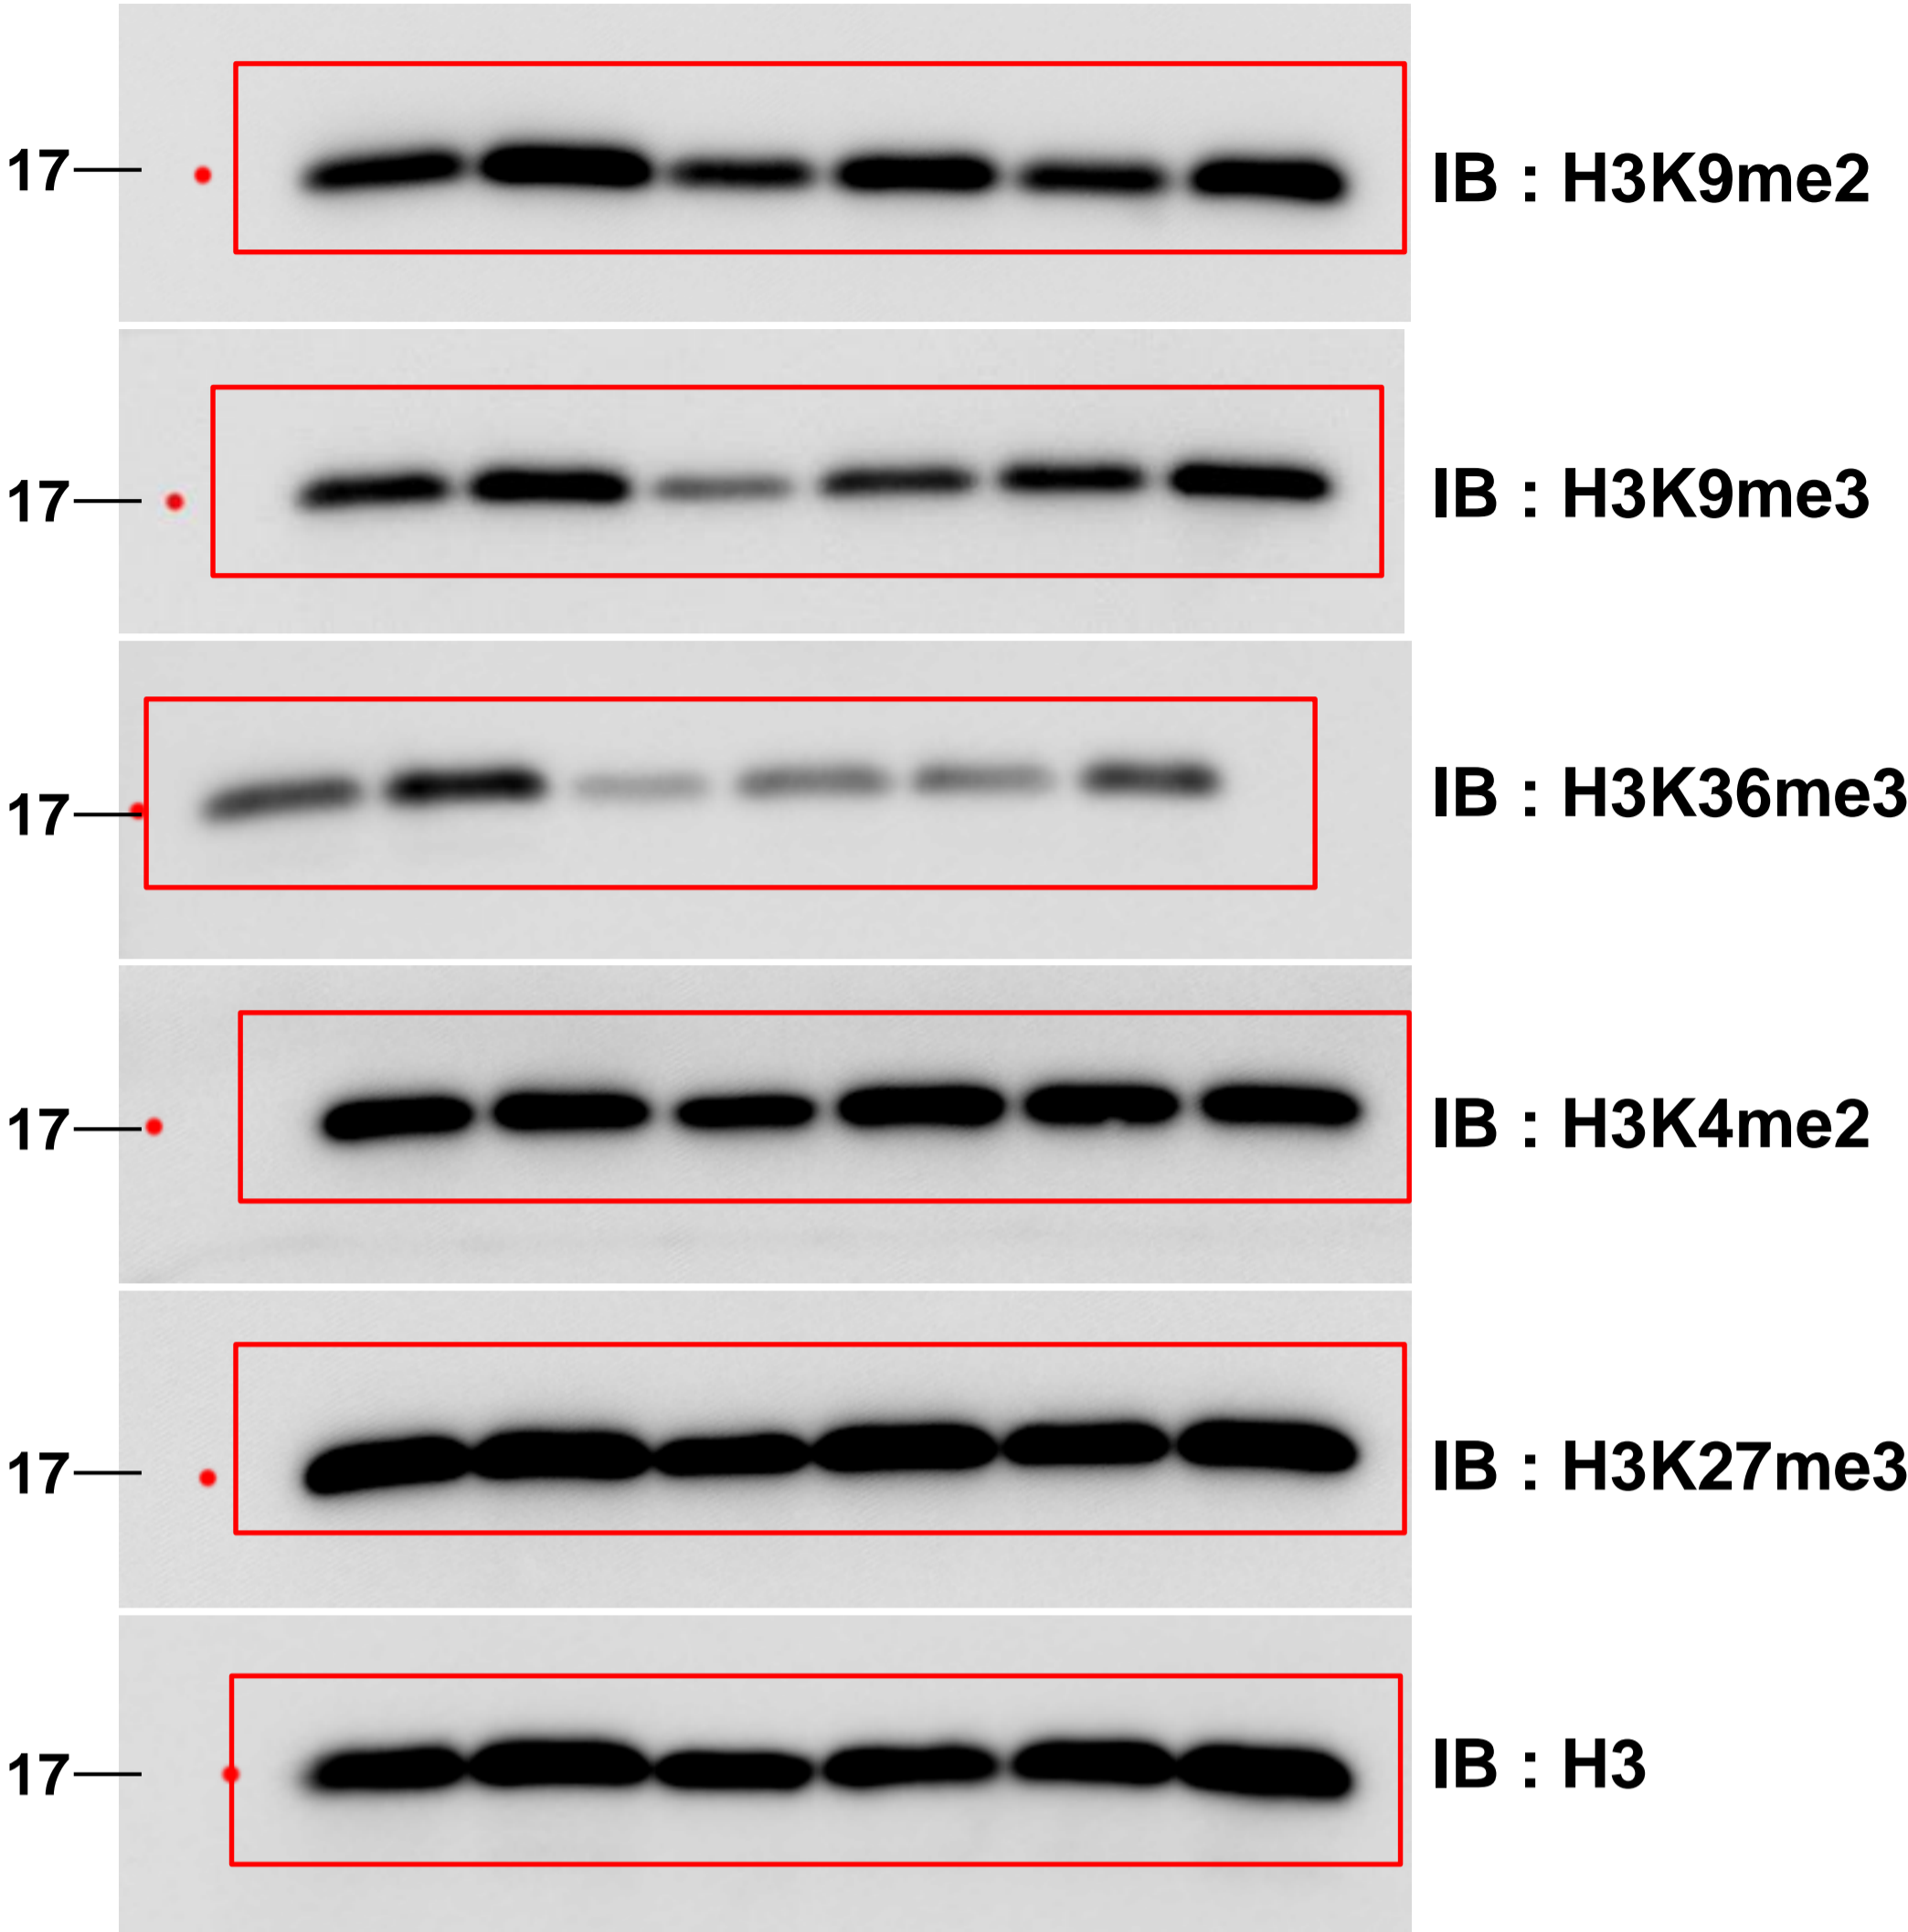

**Fig S4A**

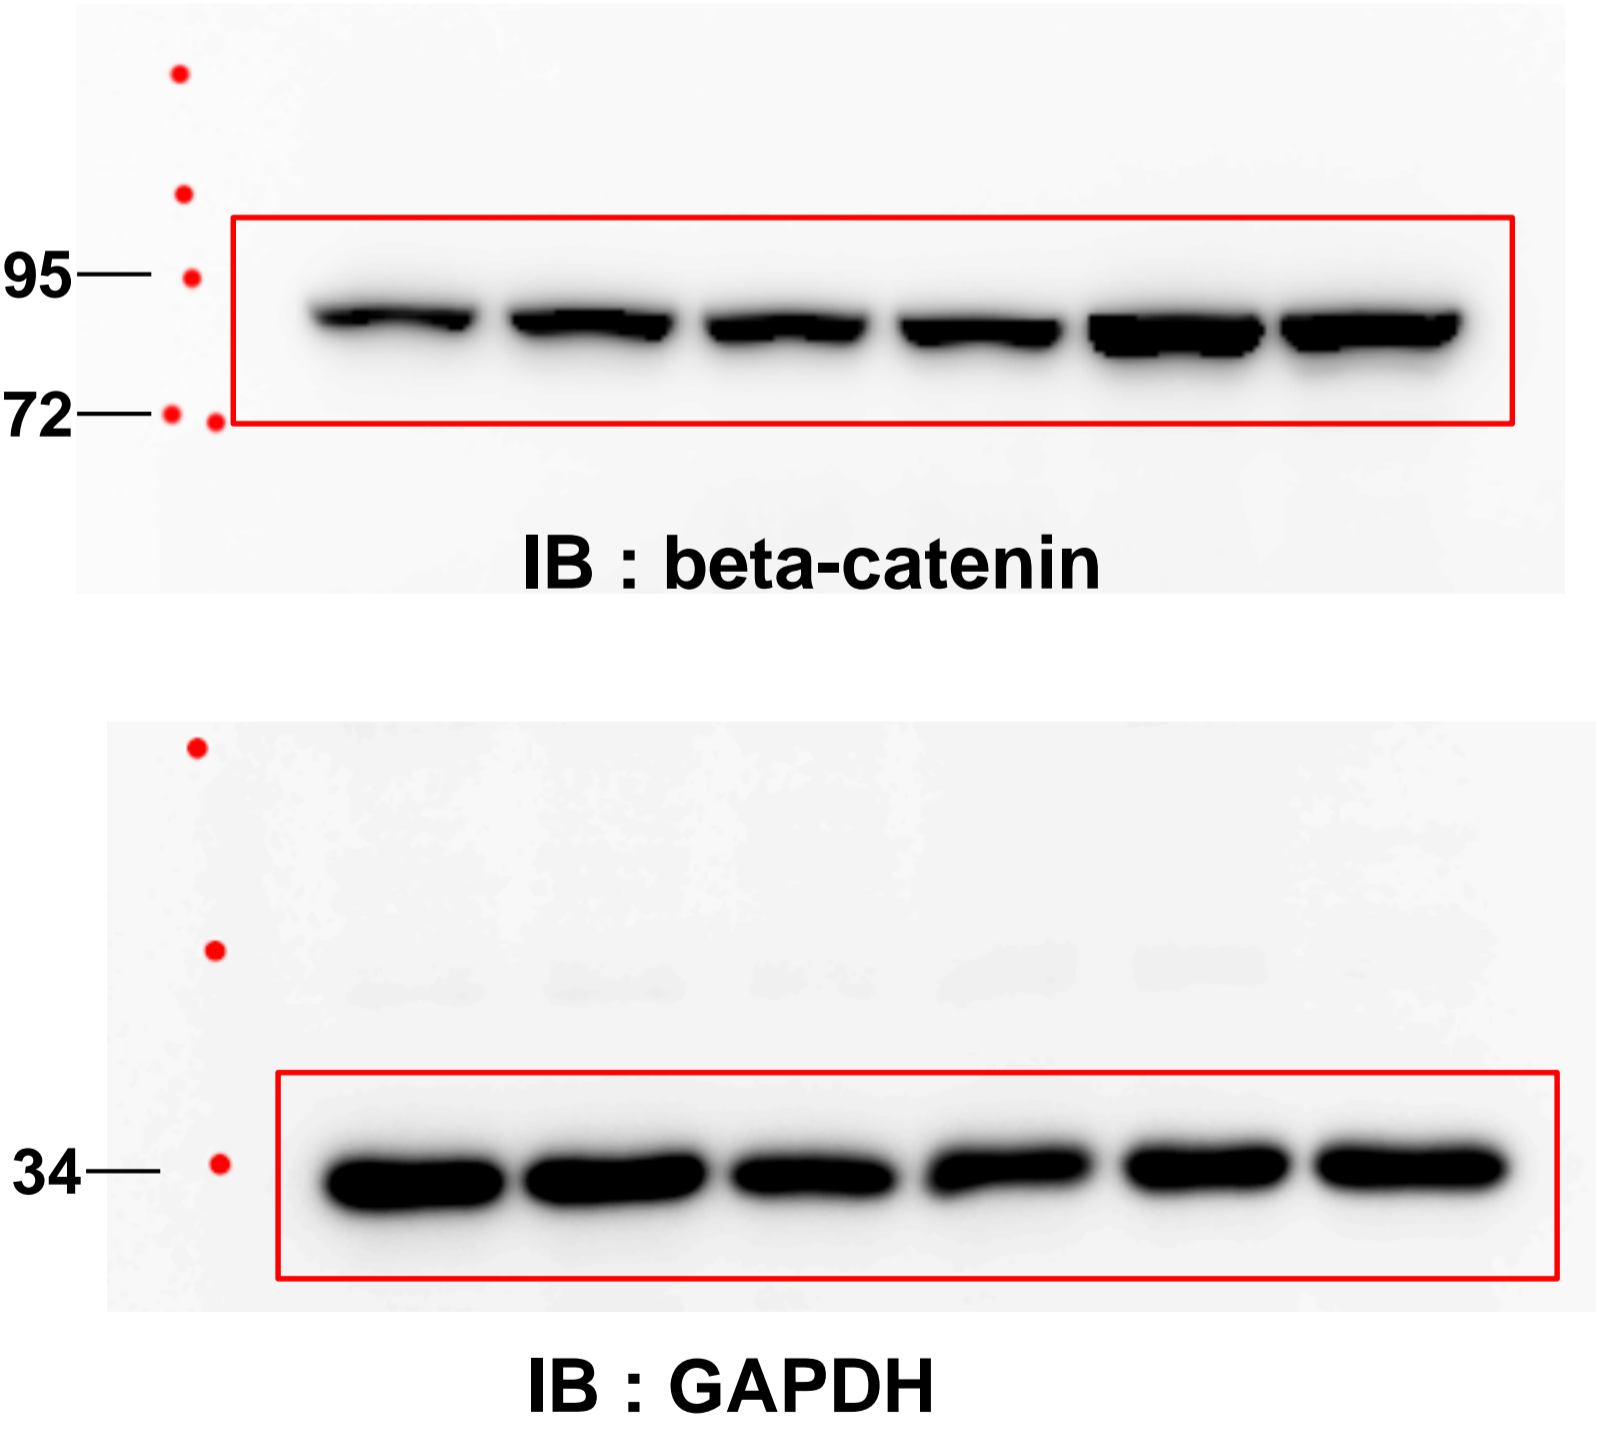

**Fig S4B**

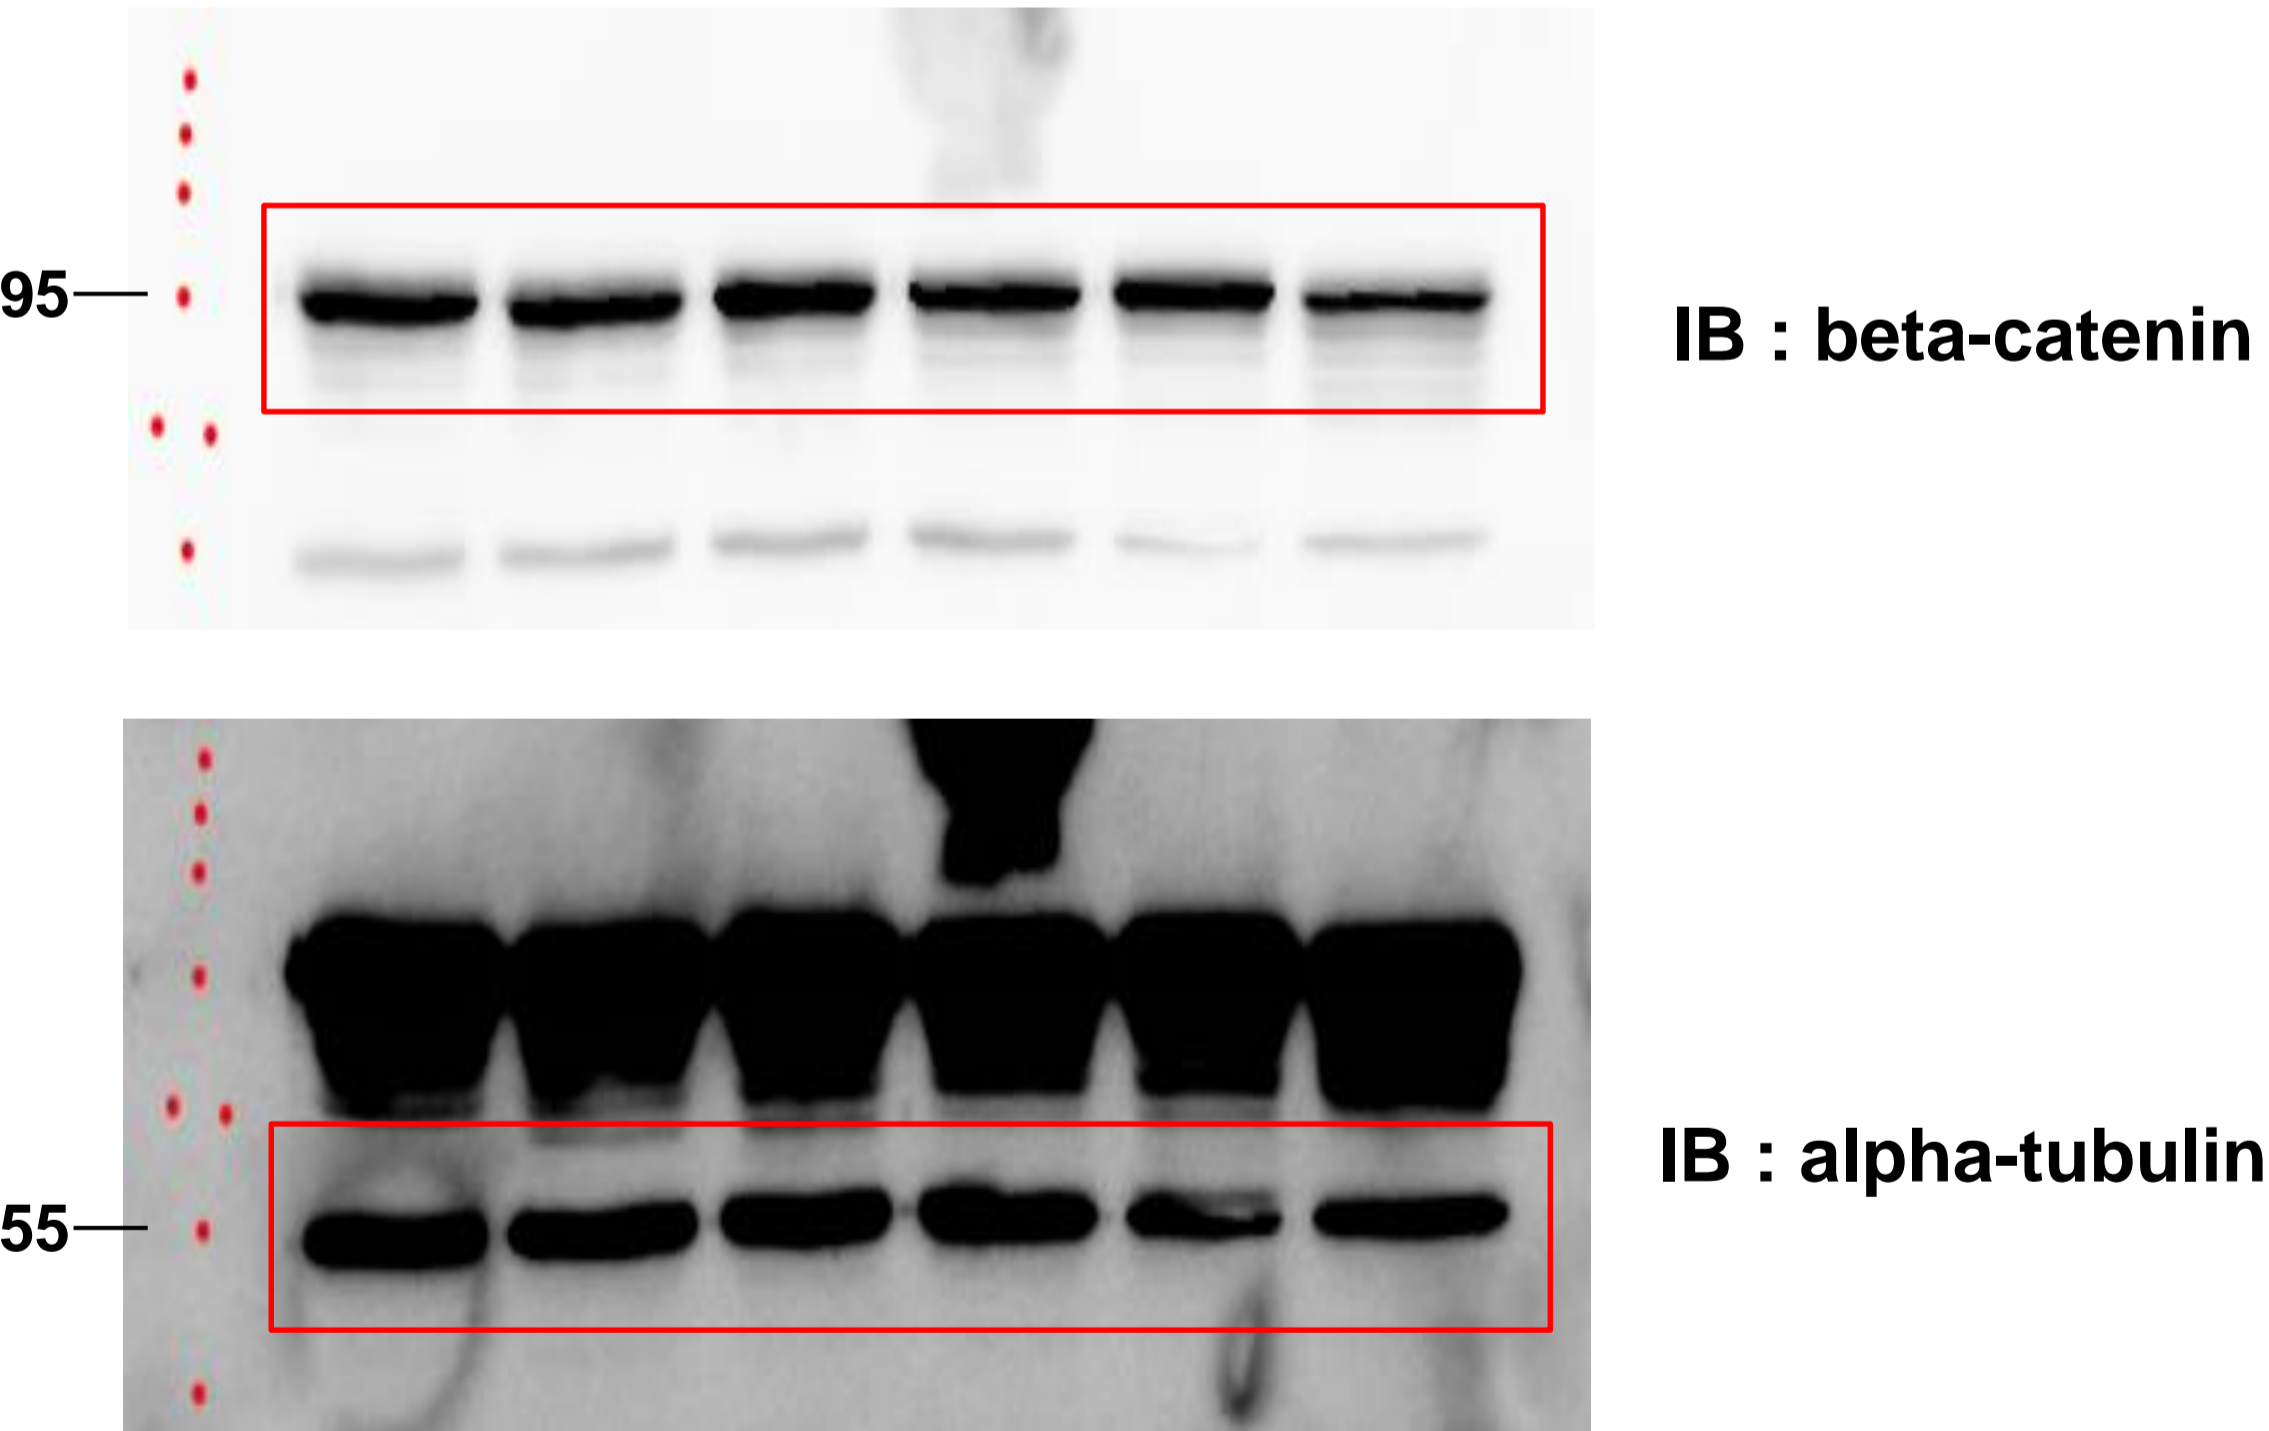

**Supplementary Figure S6:** Uncropped gel image from Western blot: Fig 7D, Fig S4A and Fig S4B.

**Supplementary Table S1. Primer Sequences used for qRT-PCR**

|          | Forward                   | Reverse                |
|----------|---------------------------|------------------------|
| CD133    | tgcagtggatcgagttct        | Tcctatgccaacacaaaa     |
| E-CAD    | aggaggcggagaagagga        | gagggttggtgcaacgtc     |
| VIMENTIN | gagaactttgccgtgaagc       | tccagcagcttctgtaggt    |
| N-CAD    | gccttaaagcggctgaca        | gagctcaaggaccagca      |
| CD44     | gggggtcccataccactc        | ccaagagggatccaaga      |
| LGR5     | cctgtccttgctgtgct         | ccaccctgagcaacatcc     |
| HIF1a    | ggcagcaacgacacagaa        | ttgagtgcagggtcagca     |
| DKK1     | catcagactgtgcctcagga      | tatccggcaagacagacctt   |
| ALDH1A3  | tctcgacaaagccctgaagt      | ggccaaagcgtattcaccta   |
| ALDH1B1  | agaggccaacaacacca         | ccctcccgtttccagatt     |
| CD24     | cccacgcagatttattccag      | accacgaagagactggctgt   |
| SOX4     | aagtaccggcccaggaag        | ctgccaccgaccttgtct     |
| GAPDH    | tgatgacatcaagaaggtggtgaag | tccttggaggccatgtgggcat |

How the deposited data were processed for this re-analysis (not part of the article)

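RNA from HCT116 colorectal carcinoma cells treated for 24 h with DMSO or 2 µM JIB-04 was sequenced, with 1 library per condition. The authors trimmed and checked the reads (Trimmomatic 0.32, FastQC 0.10.0), aligned them to hg19 with TopHat 2.0.13 and Bowtie2 2.2.3, and ran Cufflinks 2.2.1. The deposited values are FPKM per transcript with their 95% intervals. They are not read counts, and the number of mapped fragments is not given, so the depth of each library is unknown. The estimated read depth per FPKM, a relative measure, had a median of 9.07 in DMSO and 9.42 in JIB-04. The FPKM lay outside its own interval for 14 transcripts in DMSO and 2 in JIB-04.
RefSeq transcripts made up 51834 of the 73096 transcripts of the DMSO library and of the 73413 of the JIB-04 library. They were matched to genes by accession or by the gene number beside the transcript, with GENCODE release 29 metadata and RefSeq gene names (99.3% matched in each library). An assembled transcript was given to the gene of its locus with which it shared the most exonic bases on its strand, and such a gene was found for 43.5% of them in DMSO and 43.2% in JIB-04. Assembled transcripts carried 15.0% and 14.7% of the gene FPKM over transcripts of at least 300 bases. Of the RefSeq transcripts, 60.8% in DMSO and 62.5% in JIB-04 were listed at 0. Short transcripts distort totals, since those under 300 bases held an FPKM sum of 742705 in DMSO and 1007140 in JIB-04, mostly from MIR6859-4. The sums of the longer ones were 554380 and 582448.
Gene FPKM was the sum over transcripts, and interval bounds were summed too. Fold changes were (FPKM + 1) in JIB-04 over (FPKM + 1) in DMSO with no further scaling, for genes with an FPKM of at least 1 in at least 1 library. A gene was called from 2-fold, and no test was possible. For each gene list the members called in each direction were counted. For the 41 lists with at least 5 measured members, the median log2 fold change was placed among 10000 random lists drawn within 20 bins of mean expression. A list was called outside the 95% range below the 2.5th or above the 97.5th percentile.
The 48 lists held the study's own genes (6 lists), and pathways, stress responses, chromatin enzymes, reference genes and markers of other cell types (42 lists). Genes were named by a rule written before the data were examined. It took every gene the paper measured as RNA or drew in Fig. 6C. With these it took EPCAM and CTNNB1, measured there as protein, and the JMJD2 genes and JAG1, which the paper discusses. It also took the 12 largest rises and 12 largest falls as described at the counts. Up to 4 members of each list in each direction and the 5 highest FPKM values of each library were added. The same ranking among genes above 0 in both libraries was added after the values had been seen, since the first took only genes listed at 0. A few list members outside the rule are also named and were chosen after their values had been seen.
The alternatives covered the pseudocount, filters on low values and on genes listed at 0, quantile and median-ratio scaling, the most abundant RefSeq transcript in place of the sum, coding genes, gene length, interval overlap, transcripts in place of genes, and the fold threshold. Of these, 14 were planned for the counts and 9 were added after the data had been seen. KEGG enrichment was not repeated, because the KEGG gene sets were not available.
The procedure was tested on simulated data: 200 genes were given a 4-fold or 2.83-fold change beside noise and a common factor of 0.8. Of these, 91.5% were called in the right direction (100% at 4-fold, 83% at 2.83-fold), and 0.00392% of the unchanged genes were called. The factor was recovered as 0.803. Of 100 random simulated lists, 8 fell outside the 95% range, and 20 of 20 shifted lists were above the 97.5th percentile. The share of unchanged genes called is over all simulated genes. These rates hold for the simulated noise and common factor, and are not error rates of the real libraries. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.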

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

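The lists below were written before the data were examined, and counts without members shared with another list were chosen after their results had been seen. The paper reports no RNA values for these groups as such, although it names some of their members (BMP4 and enzymes of the JMJD2 family), and each list's median was outside the 95% range of random lists.
Genes of ATF4 and the integrated stress response, which answer amino acid shortage and misfolded protein, were higher in JIB-04: of 34 measured, 17 were at least 2-fold higher and none was lower, with a median log2 fold change of 0.99. The pseudokinase TRIB3 rose from 15.9 to 140 FPKM and asparagine synthetase ASNS from 50.2 to 342. Without the 2 members shared with the HIF-responsive list the median was 0.95, with 15 of 32 genes higher.
Jumonji-domain histone demethylases, the enzyme family that JIB-04 inhibits, were higher as well: of 21 measured, 9 were at least 2-fold higher and 1 was lower, with a median log2 fold change of 0.88. KDM4B, of the JMJD2 family that the paper discusses, rose from 5.50 to 35.5 FPKM (11.7-fold by its most abundant transcript) and KDM4C from 3.97 to 14.0, while KDM4A went from 16.5 to 27.7, 1.64-fold, or 3.05-fold by its most abundant transcript, and KDM4D was listed at 0.992 in DMSO and 0 in JIB-04. JMJD6 was listed at 0 in DMSO and 94.6 FPKM in JIB-04, and RIOX2 fell from 14.7 to 3.16, 0.437-fold by its most abundant transcript. Without KDM3A and KDM4B, which are also in the HIF-responsive list, the median was 0.72, with 7 of 19 genes higher and 1 lower.
Genes of the TGF-β and BMP pathways had a median log2 fold change of 0.36, with 4 of 22 at least 2-fold higher and 4 lower. The median was -0.45 with the most abundant transcript of each gene. The BMP-induced transcriptional inhibitors ID1 and ID3 fell from 526 to 158 and from 123 to 22.6 FPKM.
Cytosolic ribosomal proteins had a median log2 fold change of 0.25, with 1 of 51 at least 2-fold higher and 1 lower, and -0.04 after quantile normalization, inside the 95% range.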

How the results depend on the processing

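The added settings named here were chosen after the data had been seen. No paired analysis was possible because each condition had 1 library, and for the same reason no library could be left out. Every planned setting gave more genes lower than higher, except quantile normalization. The higher count was 2266 with transcripts in place of genes, 2401 from 1.5-fold and 615 from 3-fold. The lower count was 4373 without a pseudocount, 4019 with transcripts, 4768 from 1.5-fold, 1179 from 3-fold and 1772 after quantile normalization. Of 9 added settings, those with quantile normalization gave 1301 lower (over genes above 0 in both libraries), 1124 (over all genes, then those above 0), 1278 (RefSeq transcripts only) and 1436 (transcripts). Fewer genes or another threshold explains part of these by construction, and otherwise the cause was not tested.
Of 201 named fold changes, 176 kept their direction and their side of 2-fold after quantile normalization, 181 after median-ratio scaling, 156 with the most abundant RefSeq transcript and 197 with either smaller pseudocount. None reversed under scaling or pseudocount among those past 2-fold. With the most abundant transcript 9 reversed: COL1A1 0.816, COXFA4 0.351, DIABLO 0.966, POLD4 0.700, RPS23 1.99, SLC7A11 0.873, SMAD2 0.491, TIGAR 1.29 and VIM 0.476. That setting leaves out the other transcripts of a gene, and which transcript is nearer the truth was not tested. It also moved 37 named fold changes by more than 1.5 times without a change of call. A pseudocount of 0.1 FPKM did so for 24, 0.01 FPKM for 30, no pseudocount for 30 and quantile normalization for 1.
Of 41 list medians (log2), 34 kept their place inside or outside the 95% range and their side of the 50th percentile after quantile normalization, and 29 with the most abundant transcript. With quantile normalization the CSC marker list moved to -0.052 (-0.077 over genes above 0) and ribosomal proteins to -0.044 under both forms. Wnt ligands, receptors and transducers moved to -0.073 (-0.071 over genes above 0). Over genes above 0 the negative regulators of Wnt were at 0.37 (97.8th percentile), still outside the range. With genes listed at 0 included they moved to 0.40, no longer outside it. With the most abundant transcript the apoptosis list was at -0.45, CSC markers at -0.36, TGF-β and BMP genes at -0.45 and the negative regulators at 0.088, again inside the range. The PI3K-Akt list passed the range at 0.11 without a pseudocount and at 0.11 without genes listed at 0. The cause was not tested. With unknown depth, genes near 1 FPKM and genes listed at 0 are the least certain.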

Differences from the paper's values

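The paper's number of down-regulated genes is 1,300, and 2764 genes were at least 2-fold lower here. The paper's text states no fold threshold, filter or scaling for its counts, so the thresholds may not match: of the 14 alternatives set before the data were examined, quantile normalization (1772 lower) and a 3-fold threshold (1179 lower) are within 1.5 times the paper's number, and the other 12 are not. The 3-fold threshold gives 615 higher genes, outside 1.5 times the paper's 1,416. Quantile normalization over genes above 0 FPKM in both libraries gave 1301 lower and 1369 higher, but it was chosen after the values had been seen, as 1 of 9 added settings, and it does not call 2 of the genes of Fig. 6C (HIF1A, which stays under 2-fold, and MMP19, listed at 0). The number of higher genes, 1341, is within 1.5 times the paper's 1,416.
Of 18 fold changes read from Fig. 6C, 17 are within 1.5 times the value here. ABCD4 has a fold change of -3.56 here (negative for lower), against the paper's about -2.3 in Fig. 6C, read by eye. It is within 1.5 times after quantile normalization and after median-ratio scaling, and not with a smaller or no pseudocount or the most abundant transcript. All 18 are within 1.5 times under either scaling, 12 of 18 with a smaller or no pseudocount and 11 of 18 with the most abundant transcript.
Of 11 mRNA levels that the paper measured by qRT-PCR relative to GAPDH, 8 are within 1.5 times the RNA-seq ratio divided by that of GAPDH. The count is 8 with the median ratio, 7 with the most abundant transcript, 6 with a smaller or no pseudocount and 4 after quantile normalization. LGR5 was 0.968 here against the paper's about 0.49 in Fig. 7A, read by eye, and is within 1.5 times only with the most abundant transcript. At 0.0809 FPKM in DMSO its value is set by the pseudocount: it was 3.23 with 0.1 FPKM, 5.93 with 0.01 and 6.60 with none, and 1.76 after quantile normalization. DKK1 was 0.153 against the paper's about 0.26 in Fig. 7A, and is within 1.5 times only after quantile normalization among the alternatives set before the data were examined. SOX4 was 0.119 against the paper's about 0.19 in Fig. 7A, and is within 1.5 times after quantile normalization and with the most abundant transcript. These are different assays, and the paper does not state whether they used the same RNA.
The paper lists LRP5L and DACT1 among the raised genes and HIF1A among the lowered ones; all 3 go the paper's way here but stay under 2-fold, at 1.71-fold, 1.84-fold and 1.75-fold lower. LRP5L passes 2-fold after quantile normalization and with the most abundant transcript, DACT1 under both scalings and without or with a smaller pseudocount, and HIF1A with the most abundant transcript. The paper lists MMP19 among the lowered markers, and it was listed at 0 FPKM in both libraries, so no change could be read. The paper reports lower CD44 and LGR5 mRNA by qRT-PCR. Without division by GAPDH, CD44 went from 102 to 115 FPKM and LGR5 reached 1.04 FPKM in JIB-04. After division CD44 was 0.582, against the paper's about 0.58 in Fig. 7A, read by eye. Median-ratio scaling and the pseudocounts gave 0.581 to 0.582. CD44 was 0.891 after quantile normalization and 0.881 with the most abundant transcript, neither within 1.5 times the paper's value. The paper reports lower vimentin and N-cadherin mRNA. VIM was 2.57-fold higher here and 1.32 relative to GAPDH, against the paper's about 0.93 in Fig. 5C, read by eye, so it is counted among the 8 although it lies on the other side of 1. By its most abundant transcript VIM was 0.476-fold. CDH2 was listed at 0 FPKM in both libraries, so no change could be read.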

Other observations

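The test of transcript length and that of a second HIF list were set before their results were seen, and the other tests below were chosen only afterwards.
Genes of ribosome biogenesis were lower in JIB-04: of 30 measured, 15 were at least 2-fold lower and 1 was higher, with a median log2 fold change of -1.01, below all random lists. The nucleolar protein NOP56 fell from 205 to 37.9 FPKM and the ribosome assembly factor RRS1 from 36.1 to 5.44. Heat shock genes were lower too (5 of 20 lower, 1 higher, median -0.63, with 1 of the lower genes and the higher gene listed at 0 in 1 library), with the chaperones HSPA1A and HSPA1B, near-identical copies that share reads, going from 67.8 to 22.1 and from 108 to 34.5 FPKM. Mesenchymal genes went both ways (4 of 17 higher, 3 lower, median 0.73): ZEB1, a repressor of CDH1, rose from 0.661 to 3.09 FPKM, and FSTL1 fell from 7.52 to 1.23. Their median was -0.23 with the most abundant transcript of each gene. Of 27 epithelial genes 3 were higher and 3 lower (median 0.20), and 2 of the lower genes were listed at 0 in JIB-04.
Other lists had medians inside the 95% range: Notch (3 of 25 higher, 5 lower, of which 2 were listed at 0 in JIB-04), TNF and NF-κB targets (3 of 14 higher, 1 lower), lysosome and autophagy (7 of 35 higher, 4 lower), NRF2 targets (7 of 23 higher, 2 lower), interferon-stimulated genes (2 of 20 higher, 8 lower, or 0 of 16 higher and 6 lower without genes listed at 0), oxidative phosphorylation (1 of 37 higher, 5 lower), iron homeostasis (3 of 16 higher, 2 lower), ABC transporters (1 of 23 higher, 6 lower, of which 2 were listed at 0 in JIB-04), metallothioneins and metal response genes (3 of 10 higher, 2 lower), matrix metalloproteinases and their inhibitors (1 of 14 higher, 3 lower) and reference genes (1 of 17 higher, 2 lower). Of histone H3K9 and H3K36 methyltransferases (14 measured) and replication-dependent histones (8 measured), 3 each were lower and none was higher. Of 6 measured markers of colon differentiation 2 were lower and none was higher, and the medians of these lists were inside the range too. In all, 20 of 41 lists lay outside the range, among them 2 lists of genes that the study reports as lowered in these same libraries. The TNF and NF-κB, interferon, oxidative phosphorylation and epithelial lists passed it under at least 1 other setting. Markers of other cell types were few and weak: COL1A1 of fibroblasts (8.46 to 29.3 FPKM, lower by its most abundant transcript), ESAM of endothelium (4.43 to 14.0), CD14 and ITGAM of leukocytes (at most 1.56), and the hemoglobin genes HBA1 and HBA2 (6.37 to 2.87 and 7.39 to 3.50).
Genes that the paper followed by other assays had these FPKM values in DMSO and JIB-04. PROM1, which encodes CD133, had 7.27 and 3.37 (0.423-fold by its most abundant transcript), and EPCAM 168.6 and 160.1. CTNNB1, which encodes β-catenin, had 116 and 74.6, 1.55-fold lower. Vimentin (VIM) had 2.98 and 9.22, but was 0.476-fold by its most abundant transcript, and N-cadherin (CDH2) was listed at 0 in both. The Notch ligand JAG1 had 17.3 and 15.3.
More genes were lower than higher in JIB-04. A single scaling factor would shift all levels alike, but the median log2 ratio above 100 FPKM lay 0.64 above that at 2 to 5 FPKM (bootstrap 95% range 0.55 to 0.72), so it is not the whole cause. Genes listed at 0 and a lower depth of the JIB-04 library are also argued against, since 31.6% of called genes were higher without such genes and read depth per FPKM was 1.04 times that of DMSO. Transcript length stays open. Genes were grouped by transcript length within each of 20 bins of mean expression. Of the called genes among the 4000 with the shortest transcripts of their bin, 26.3% were higher. This share of called genes was 29.4% in the middle 3987 and 46.2% in the 4000 with the longest. The largest share was short of the 50% set in advance for length as the cause and above the 45% set against it. With 1 library per condition, no biological explanation was tested.
HIF-responsive genes rose together although HIF1A mRNA did not, and JIB-04 may raise HIF activity in these cells, as inhibition of oxygen-sensing dioxygenases would. Level-dependent scaling is argued against by a median log2 fold change of 2.11 after quantile normalization, and overlap with the stress and glycolysis lists by one of 1.77 over the 30 genes not shared. A second list of HIF-responsive genes that shares no gene with the others gave a median of 0.72 (percentile 99.98), with 7 of 19 measured genes at least 2-fold higher and none lower. No HIF protein was measured, culture density or oxygen could differ between 2 single cultures, and this remains a hypothesis.
For all 11 genes measured by both methods, the RNA-seq ratio lay above the paper's qRT-PCR value relative to GAPDH. GAPDH itself went from 3341 to 6512 FPKM, and its rise could contribute to the gap. Dividing by the GAPDH ratio lowered the median distance from 0.91 to 0.27 on the log2 scale, a fall of 0.642. Since all 11 lay on 1 side, any common factor of this size would do the same, so the fall does not single out GAPDH and the explanation stays open. After quantile normalization GAPDH was 1.31-fold, and whether it changed in the cells used for qRT-PCR was not tested.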
